# Nuclear and cytoplasmic RNA exosomes and PELOTA1 prevent miRNA-induced secondary siRNA production in Arabidopsis

**DOI:** 10.1093/nar/gkab1289

**Published:** 2022-01-17

**Authors:** Maria L Vigh, Simon Bressendorff, Axel Thieffry, Laura Arribas-Hernández, Peter Brodersen

## Abstract

Amplification of short interfering RNA (siRNAs) via RNA-dependent RNA polymerases (RdRPs) is of fundamental importance in RNA silencing. Plant microRNA (miRNA) action generally does not involve engagement of RdRPs, in part thanks to a poorly understood activity of the cytoplasmic exosome adaptor SKI2. Here, we show that inactivation of the exosome subunit RRP45B and SKI2 results in similar patterns of miRNA-induced siRNA production. Furthermore, loss of the nuclear exosome adaptor HEN2 leads to secondary siRNA production from miRNA targets largely distinct from those producing siRNAs in *ski2*. Importantly, mutation of the Release Factor paralogue PELOTA1 required for subunit dissociation of stalled ribosomes causes siRNA production from miRNA targets overlapping with, but distinct from, those affected in *ski2* and *rrp45b* mutants. We also show that in exosome mutants, miRNA targets can be sorted into producers and non-producers of illicit secondary siRNAs based on trigger miRNA levels and miRNA:target affinity rather than on presence of 5′-cleavage fragments. We propose that stalled RNA-Induced Silencing Complex (RISC) and ribosomes, but not mRNA cleavage fragments released from RISC, trigger siRNA production, and that the exosome limits siRNA amplification by reducing RISC dwell time on miRNA target mRNAs while PELOTA1 does so by reducing ribosome stalling.

## INTRODUCTION

Small RNA-guided repression of mature mRNA involves a pathway that in outline is simple and linear. Dicer ribonucleases process RNA with double-stranded features into 20–24-nt duplexes with 2-nt 3′-overhangs, and one of the two strands stably associates with an Argonaute (AGO) protein to form a mature, minimal RNA-induced Silencing Complex (RISC). RISC then uses the base pairing specificity of the small RNA to find complementary targets, and it may use the endonuclease activity of AGO to cleave target RNA, the process referred to as slicing (1,2). The employment of this simple module gives rise to repression that can be relieved by degradation or arrest of biogenesis of the miRNA. In plants, nematodes and many fungi, complexity may be added via a positive feedback module, as RNA-dependent RNA Polymerases (RdRPs) may be recruited to RNAs targeted by RISC loaded with a primary small RNA species (3,4). In nematodes, direct RdRP products guide target RNA silencing (5), whereas in plants, RdRP activity gives rise to synthesis of target-templated double-stranded RNA (dsRNA) that serves as substrate for DICER-LIKE proteins to generate more small interfering RNAs (siRNAs) complementary to the target (6–8). These amplified siRNAs are referred to as secondary siRNAs, and reiterative rounds of amplification may then generate tertiary siRNAs, quaternary siRNAs, etc. In plants, single-round amplification produces a diagnostic phased pattern of siRNA accumulation resulting from consecutive dicing of dsRNA with a well-defined end produced by RISC-catalyzed slicing (9–11). Regardless of the exact mechanism of secondary small RNA biogenesis, the decision to employ small RNA amplification represents a major checkpoint of genetic control because it determines the resulting type of regulation. In plants, three fundamentally different outcomes are possible depending on whether and how small RNA amplification is employed. First, in the total absence of amplification, silencing is reversible and dependent on the continued production of the primary small RNA species. In addition, in the case of miRNAs, the regulation is typically cell-autonomous or restricted to spreading over a few cells by cell-to-cell movement (12–15), although important examples of miRNA action over long distances via phloem transport have also been reported (16,17). Second, if a single round of secondary siRNAs is produced, gene regulation remains reversible and dependent on the primary trigger (18), but the regulatory siRNAs move efficiently from cell to cell (15). This phenomenon has profound biological ramifications as it may result in formation of concentration gradients and consequent action of siRNAs as morphogens during development (19,20), and in vesicle-mediated siRNA-transfer into fungal and oomycete pathogens as part of immune responses (21,22). The typical example of such small RNAs resulting from single amplification rounds is *trans-*acting siRNAs (tasiRNAs), whose accumulation pattern in phase with a miRNA-directed cleavage site is proof of single-round amplification (3,7,8). Third, if reiterative amplification is produced, silencing is effectively irreversible as it becomes independent of the primary trigger and maintains the target silenced. Endogenous transcripts are typically subjected to the first two reversible outcomes of silencing, while the third option is used to silence foreign RNA, for example transgenic, transposon or viral RNA (23–28). Thus, the employment of the RdRP amplification module represents a central decision in gene regulation and is tightly linked to the fundamental problem of distinguishing self- from non-self RNA.

Although the RdRP RDR6 was the first factor required for small RNA-guided transgene silencing to be identified in plants (23,24), only few fundamental questions regarding its engagement in production of dsRNA substrates for Dicers have been answered. Careful examination of its substrate preferences *in vitro* showed that RDR6 activity is nearly completely inhibited by a 3′ stretch of >8 adenosines (29), thus providing a simple explanation for how functional, polyadenylated mRNAs escape use as an RDR6 substrate. On the other hand, while it is now clear that 22-nt, but not 21-nt, miRNAs tend to trigger RDR6-dependent, secondary siRNA production (30–32), there is no clear explanation for why the two different size classes of miRNAs exhibit this fundamentally different behavior. The most fruitful way to put this question may be to ask which mechanisms allow cells to avoid secondary siRNA production in target interactions involving 21-nt miRNAs, and which properties of 22-nt miRNAs cause those protective mechanisms to be overridden.

Studies of small RNA-production in mutants with lesions in key factors of mRNA decay, such as core components or activators of decapping, the 5′-3′ exoribonuclease XRN4 (33–38), or the major 3′-5′-exoribonuclease complex, the RNA exosome (39–41), have shown that a wide range of mRNAs become sources of RDR6-dependent siRNAs in these backgrounds. Such results are generally interpreted as support for the model that aberrant RNA may initiate RDR6-dependent siRNA production. Because the sets of mRNAs giving rise to siRNA production in these mutants are generally not significantly enriched in miRNA targets, or the ectopic siRNAs were not analyzed with an eye toward avoidance of miRNA-triggered siRNA production, these studies do not provide useful answers to the problem of how endogenous miRNA targets escape RDR6-dependent siRNA formation.

Our previous work demonstrated that one mechanism of avoiding illicit RDR6-dependent secondary siRNAs induced by 21-nt miRNAs in *Arabidopsis* involves the DExH-type RNA helicase SUPERKILLER2 (SKI2) because a limited number of mRNAs strongly enriched in known miRNA targets accumulates secondary siRNAs mapping close to miRNA binding sites in *ski2* mutants (42). SKI2 is part of the heterotetrameric, cytoplasmic SKI2-3-8 complex that acts as an adaptor for the RNA exosome (43–45). Consistent with this biochemical function, mutation of each of *SKI2*, *SKI3* and *SKI8* results in accumulation of stable RISC 5′-cleavage fragments from several miRNA targets (42).

Cleaved mRNAs without stop codons, resulting in stalled ribosomes with empty A-sites constitute an important class of substrates of the SKI2-SKI3-SKI8-exosome pathway (46,47). In animals, this so-called non-stop decay (NSD) pathway depends on recognition of stalled ribosomes at or close to mRNA 3′-ends by the Release Factor (RF)-like proteins Pelota (in yeast referred to as Dom34) and Hbs1 (48,49) that cause ribosome subunit dissociation and release of intact peptidyl-tRNA to achieve ribosome recycling (50). 5′-cleavage fragments generated through miRNA-guided cleavage are generally NSD substrates because most miRNA binding sites occur in open reading frames in plants (51–53). Indeed, studies of the *Arabidopsis* orthologues of Pelota and Hbs1 showed that inactivation of these NSD factors also results in accumulation of stable RISC 5′-cleavage fragments, similar to mutation of *SKI2*, with plant PELOTA being indispensable and HBS1 playing an accessory role (54). The relative importance of PELOTA and HBS1 is similar to what was previously observed for ribosome subunit dissociation from stalled elongation complexes in other eukaryotic systems (55). The *Arabidopsis* studies also revealed that plants encode two PELOTA homologues, PEL1 and PEL2, and that PEL1 is the functional homologue of metazoan Pelota, while PEL2 appears to act as a dominant negative NSD factor, perhaps through its intact HBS1-binding activity (56).

Given the lack of a 3′ poly(A)-tail of 5′-cleavage fragments and the inhibitory activity of oligo(A) tracts on RDR6 activity, combined with genetic evidence for the implication of aberrant RNA in siRNA production, it is tempting to speculate that mutation of *SKI2* indirectly allows secondary siRNA formation via action of RDR6 on stable 5′-cleavage fragments. Indeed, abundant siRNAs mapping to miRNA targets were noted among the many ectopic siRNA species detected in *xrn4*/*ski2* double mutants, and defective elimination of aberrant RNA produced by RISC-mediated cleavage in the case of miRNA targets was proposed as the mechanism underlying RDR6-mediated siRNA production (57). This seemingly straight-forward interpretation is in conflict with several observations, however. First, for some miRNA targets, stable 5′-cleavage fragments, but no secondary siRNAs, can be detected in *ski2* mutants (42). Second, for other miRNA targets, secondary siRNAs accumulate exclusively 3′ to the cleavage site despite clear accumulation of 5′-cleavage fragments, precluding action of RDR6 on stable 5′-cleavage fragments as the general mechanism of illicit secondary siRNA formation in *ski2* mutants (42). Thus, although SKI2 is part of one of the molecular mechanisms that guards against siRNA amplification induced by 21-nt miRNAs, it is unclear how it does so. A key prerequisite for a better understanding of this important problem is to clarify whether the two effects of SKI2 rely on the same biochemical activity—acceleration of exosome-mediated degradation of 5′-cleavage fragments—or whether SKI2 uses a separate activity to ensure avoidance of secondary siRNA production. We reasoned that if the RNA decay activity of the SKI2/exosome pathway is implicated in avoiding miRNA-triggered secondary siRNAs, mutants in all components of this pathway should show defects in limiting secondary siRNA production similar to *ski2* mutants. On the other hand, this defect should be specific to *ski2* mutants if a function of the protein distinct from stimulation of exosome-coupled RNA decay limits secondary siRNA production.

We show here that mutants in *SKI3* and in the exosome subunit encoded by the *RRP45B* paralogue have defects in limitation of secondary siRNA production very similar to *ski2* mutants, and that a hypomorphic mutant in the gene encoding the core exosome subunit RRP4 has more widespread defects in limiting production of illicit siRNAs. Mutants in *RRP45B* also have defects in degradation of RISC 5′-cleavage fragments, thus indicating that SKI2-mediated exosomal decay of 5′-cleavage fragments is necessary for avoidance of miRNA-triggered secondary siRNAs. Furthermore, inactivation of the nuclear exosome cofactor *HEN2* leads to secondary siRNA generation from a subset of miRNA targets largely distinct from those affected by SKI2, SKI3, and RRP45B, perhaps suggesting that some miRNA targets may undergo RISC-mediated cleavage in the nucleus. We also show that the expression level of 21-nt miRNAs and their affinity for target mRNAs, not the accumulation of their RISC-mediated cleavage fragments, correlate with their ability to trigger secondary siRNAs in *rrp4* mutants. We discuss these results in the light of our observation in the present work that mutation of *PEL1* leads to miRNA-induced siRNA amplification similar, but not identical, to that observed in *ski2*, *ski3* and *rrp45b*, and of recent evidence for the importance of ribosome stalling for siRNA production (58).

## MATERIALS AND METHODS

### Plant material and growth conditions

All mutants used in this study are of the ecotype Columbia (Col-0). T-DNA insertion mutants in *SKI2* (AT3G49690: *ski2-2* (SALK_129982), *ski2-5* (SALK_118529)), *SKI3* (AT1G76630: *ski3-5* (GK_140B07))*, SKI8* (AT4G29830: *ski8-1* (SALK_083364)), *HEN2* (AT2G06990: *hen2-4* (SALK_091606), *hen2-5* (GK_313G10_015818)), *PEL1* (AT4G27650: *pel1-1* (SAIL_881_B10)), RRP45A (AT3G12990: *rrp45a* (GK_655_D02)), *RRP45B* (AT3G60500: *cer7-3* (SAIL_747_B08) and *cer7-3*/*rdr6-12*)) and *SOP1* (AT1G21580: *sop1-*5 (SALK_019457) have been described previously (42,54,59–63), as has the *rrp4-2/sop2* point mutant allele (61). *pel1-2* (GK_537F08) was identified from the GABI-KAT collection of T-DNA insertion mutants (64). All T-DNA mutants except *cer7-3*, *cer7-3*/*rdr6-12*, *hen2-4*, *hen2-5* and *sop1-5* were obtained from the Nottingham Arabidopsis Stock Centre*. cer7-3* and *cer7-3*/*rdr6-12* mutant seeds were a gift from Ljerka Kunst, *hen2-4* mutant seeds were a gift from Dominique Gagliardi, while *hen2-5*, *sop1-5* and *rrp4-2* mutant seeds were a gift from Kian Hématy.

All experiments were carried out with inflorescence tissue. To obtain this tissue, seedlings were germinated on plates containing 1× Murashige & Skoog medium (#M0222.0050, Saveen o Werner ApS, Denmark), supplemented with 1% (w/v) sucrose and 0.8% (w/v) agar, transferred to soil (Plugg/Såjord [seedcompost]; SW Horto, Bramming, Denmark) 10 days after germination (DAG) and grown in a Percival growth chamber for an additional 4 weeks under the following conditions: 16 h light (Master TL-D 36W/840 and 18W/840 bulbs (Philips); 130 mmol m^−2^ s^−1^, 21°C, 60% relative humidity)/ 8 h darkness (16°C, 60% relative humidity). Inflorescences were collected and snap-frozen in liquid nitrogen.

### Mutant genotyping

Each T-DNA insertion mutant was genotyped with two PCR reactions: a PCR reaction with a set of primers flanking the insertion site for wild type allele detection and a PCR reaction with an outward left border primer and one of the two flanking primers for T-DNA allele detection. Genotyping of *rrp4-2* was carried out with a single PCR reaction with primers spanning the point mutation followed by restriction analysis (Eco47I, (#ER0311, Thermo Scientific™)). Genotyping of *rdr6-12* was carried out as described in (11).

For construction of the *hen2-4/ski2-5* double mutant, F2 populations generated by self-pollination of F1 plants obtained from *hen2-4* crossed to *ski2-5* were genotyped as described above to find double homozygous mutants. In an attempt to construct a *ski2/pel* double mutant, *pel1-1* and *pel1-2* were crossed to *ski2-5* and *pel1-2* was in addition crossed to *ski2-2*. F2 populations generated by self-pollination of F1 plants were genotyped, but no double mutant was identified from any of the three crosses (96 seedlings from each *ski2/pel1* cross combination were genotyped). Siliques from *ski2-5 pel1-2/+, ski2-5 pel1-1/+* and *pel1-2 ski2-2/+* plants, identified during genotyping of the F2 population, were cut open and presence of aborted seeds was verified and documented by photography and by assessment of the frequency of aborted seeds.

All primers used in this study were purchased from TAG Copenhagen A/S and their sequences are listed in Supplementary Table S1.

### RNA extraction

Total RNA from inflorescences was extracted with TRI Reagent (#T9424, Sigma-Aldrich Denmark A/S) according to the manufacturer’s instructions. The RNA was dissolved in either 50% formamide for northern blots or in sterilized water for small RNA libraries and RT-PCR analysis.

### Northern blotting of mRNA cleavage fragments

20 μg of purified total RNA was loaded onto a 1% denaturing agarose gel and separated for 3 h at 120 V. The RNA was blotted to an Amersham Hybond-NX membrane (#RPN303, GE Healthcare Life Sciences) followed by UV-crosslinking (254 nm). Two gels with the same batch of extracted RNA were prepared in parallel. After pre-hybridization in PerfectHyb™ Plus Hybridization buffer (#H7033, Sigma-Aldrich Denmark A/S) for 1 h at 65°C, the blots were hybridized O/N at 65°C to radioactively labeled 3′-CF probes produced with Prime-a-gene labeling kit (#U1100, Promega). The membranes were washed 3 times in 2× SSC (0.3 M NaCl, 30 mM sodium citrate), 0.1% SDS at 65°C and developed by phosphorimaging. The blots were subsequently stripped with boiling 0.1% SDS and rehybridized with each their radioactively labeled 5′-CF probes. Primers used for amplification of probe templates of AGO1, ARF10, CSD2, PHO2 and SPL2 cleavage fragments were purchased from TAG Copenhagen A/S and their sequences are listed in Supplementary Table S1. The RNA for Northern blotting was extracted from a pool of inflorescences from three plants.

### Quantitative RT-PCR (qPCR) analysis

2 μg of purified total RNA was DNAse-treated with 1 U of DNAse I (#EN0521, Thermo Scientific™). cDNA was obtained by incubation of the DNAse-treated RNA with 5 μM of Random Hexamer Primers (#SO142, Thermo Scientific™) and 200 U of RevertAid Reverse Transcriptase (#EP0441, Thermo Scientific™). After verification of cDNA production by PCR amplification of an ACTIN2 fragment, qPCR reactions were prepared with Maxima SYBR Green/ROX solution (#K0222, Thermo Scientific™). All qPCR reactions were run with 40 cycles of 2-step PCR with both annealing and elongation temperatures of 60°C. The same RNA as for northern blotting was used in the qPCR experiment. Therefore, the qPCR results are based on three technical replicates of RNA from inflorescences pooled from three plants. Except for RSG2, primers used in the qPCR reactions are spanning the miRNA cleavage site to ensure full-length mRNA amplification. For RSG2, the amplicon is located 3′ to the cleavage site, so that the RSG2 qPCR assays takes both full-length mRNA and 3′-cleavage fragments into account. Analysis of the relative gene expression was based on ΔΔ*C*_t_ calculations and statistical testing was performed with an ANOVA followed by a Tukey test for each of the three targets. All qPCR primers were purchased from TAG Copenhagen A/S and their sequences are listed in Supplementary Table S1.

### Organization of small RNA sequencing experiments

This study includes analysis of raw small RNA sequencing data from three independent sets of experiments, referred to as experiments A, B and C. sRNA sequencing data from experiment A (Col-0 WT, *ski2-5, ski3-5, rrp45b*) is used in Figure 2. sRNA sequencing data from experiment B (Col-0 WT, *ski2-5, pel1-1, pel1-2, hen2-5, rrp4, rrp45a*) is used in Figures 3–7. sRNA sequencing data from experiment C (Col-0 WT, *ski2-5, hen2-5, sop1-5*) is used in Supplementary Figure S6. Experiment A includes two biological replicates of each genotype, while experiment B and C were performed using three biological replicates for each genotype, except for the genotype *pel1-1*, which is represented in experiment B with one biological sample due to loss of tissue during sampling. Each biological replicate represents inflorescences collected from four individual plants of the same genotype grown in the same pot.

### Construction of libraries for small RNA sequencing

1 μg of total inflorescence RNA was used as input in each library. Libraries were generated using the NEBNext Multiplex Small RNA Library Prep Set (#E7300S, New England Biolabs) according to the manufacturer’s instructions. The indexed cDNA libraries were size selected on a 6% polyacrylamide gel as described in the NEBNext protocol. All size-selected libraries were analyzed using an Agilent Bioanalyzer, quantified with Qubit measurements (#Q32854, Invitrogen) and single-end sequenced on an Illumina Nextseq 500 with SE75_HI chemistry (#FC-404-2005, Illumina). 1% of spike-in PhiX Control v3 (#15017666, Illumina) was also loaded on the flow cells in each of the three runs.

### Analysis of small RNA reads

#### Mapping

The adaptor sequence, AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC, was trimmed from raw reads with cutadapt v.2.4 (65). Reads were mapped with STAR_2.6.0a (66) to TAIR10 with the following parameters: *outFilterMultimapNmax 20, alignIntronMax 1, outFilterMismatchNmax 1, outFilterMismatchNoverLmax 0, outFilterScoreMinOverLread 0, outFilterMatchNminOverLread 0, outFilterMatchNmin 15, alignSJDBoverhangMin 100*. No rRNA or tRNA reads were removed prior to mapping. Mapped reads were quantified with featureCounts from subread-1.6.3 (67) with an Araport11 transcriptome reference file custom modified to also include intergenic regions.

#### Initial quality controls

Reads were not quality controlled before mapping as FastQC on small reads is not recommended. On the other hand, the samples were validated based on principal component analyses and distance plot matrices prior to the differential expression analysis. Both PCA and distance plots were based on vst-transformed normalized reads (RPM) (68). One of the *ski2-5* replicates in experiment A was removed from further downstream analysis as it was a clear outlier in the PCA and distance plots (Supplementary Figure S1A,B). 

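miRNA targets with more siRNAs in ski2-5 of experiment A mostly gained them in the other experiments too. Of the 21 such targets in the authors' deposited table, 20 were also higher in ski2-5 of experiment B, which has its own Col-0 libraries. Of the 2 lower ones, AT1G32140 and AT3G22350, 0 had the same sign there. Features outside the miRNA targets repeated less well: of 76 that were higher in ski2-5 of experiment A, 53 had the same sign in experiment B and 21 passed an adjusted p of 0.05 there in the same direction, while 10 passed it in the opposite direction. ski2-5 of experiment B and ski2-5 of experiment C were closer, since 165 of 205 such features were higher in both. Part of this closeness is not special to ski2-5. In rrp45a of experiment B and sop1-5 of experiment C, 143 features outside the targets were called in the same direction. These moved that way in 89.5% of cases in ski2-5 of experiment B and 88.1% in experiment C, against 51.0% in experiment A. The F-box gene AT1G32140, a miRNA target, shows the gap: the authors' deposited table gives it a log2 fold change of -5.62 (SE 0.52) in ski2-5 of experiment A and 4.77 (SE 0.64) in ski2-5 of experiment C. It was lower in ski3-5 and rrp45b of experiment A as well, so this gap is not particular to ski2-5 there. A ski2-5 comparison of experiment A is in the deposited table although one library was set aside, and whether it rests on 1 library or on 2 is not given there. The paper leaves it out of its formal statistics, and its values carry that limit.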

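Both pel1 alleles raised siRNAs on largely the same miRNA targets. Among 32 targets that were higher in pel1-1 in the authors' deposited table, 28 were also higher in pel1-2, among them PHB, AP2, MYB33 and SPL2. Over the 44 targets that were higher in either allele, the log2 fold changes of pel1-1 and pel1-2 gave a Pearson correlation of 0.72 across genes, which are not independent of each other. Unchanged groups with shared Col-0 libraries have a simulated correlation of 0.34, without the choice of genes by their calls. With every call taken as noise, simulated sets of the same sizes have 12.8 targets in common. Part of the agreement may come from the controls. As pel1-1 has 1 library, its spread is borrowed from the other genotypes of experiment B, and both alleles are set against the same Col-0 libraries. Of all features tested, 439 were higher and 307 lower in pel1-1 in the authors' deposited table, and 32 of 171 miRNA targets were higher and 7 lower, with 44 and 10 adjusted over the list alone.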

Using same argument, the sole biological replicate of *pel1-1* in experiment B was included for further inspection of differentially expressed siRNA populations as it clusters close to all three replicates of *pel1-2* (Supplementary Figure S1C,D). Results from the sole replicates of *ski2-5* (Experiment A) and *pel1-1* (Experiment B) did not enter formal statistical analysis via DEseq2 as explained below, but were exploited to show siRNA accumulation at selected loci of interest emerging from other analyses. For *pel1-1*, the loci of interest were found by rigorous analysis of siRNA data from wild-type and *pel1-2*, while for *ski2-5* (Experiment A), the loci of interest were found by analysis of siRNA data from wild-type, *ski3* and *rrp45b* (Experiment A) and wild-type and *ski2-5* in Experiments B, C (Supplementary Figure S2A,B). The data resulting from small RNA sequencing of libraries from experiment C was validated prior to differential expression analysis in the same manner, but no sample outliers were found (Supplementary Figure S1E,F).

#### Differential expression analysis

The package DESeq2 (68) was used for the differential expression analysis. Normalized reads were estimated for size factors (69) and a generalized linear model was used. The DESeq2 results were extracted with manual contrasting of mutant versus WT. A gene was considered to have differentially expressed small RNA levels compared to WT if the *P*_adj_ < 0.05 as assessed by Wald’s tests. Fisher tests were used to assess significance of enrichments of miRNA targets in sets of genes producing differentially expressed siRNAs. All genes with differentially expressed siRNAs from the three DESeq2 analyses are listed in the supplemental tables (Supplementary Tables S2–S4). Genes were categorized as known miRNA targets based on a list of experimentally validated targets (Supplementary Table S5).

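The target list holds 254 genes, 120 miRNA loci that act on them and 713 sites. Sites lie in the open reading frame (ORF) of 215 targets, as in PHB and AGO1, in the 3′UTR of 19, as in SPL4, in the 5′UTR of 7, as in PHO2, and in non-coding RNAs such as the TAS genes for 11. When sites were placed on the TAIR10 genome, 269 of 302 (89.1%) fell within 30 nt of the listed position. PPR genes make up 32 of the targets and F-box genes 38, and reads assigned to a member of such a family may come from a similar one. Small RNAs of targets were 0.698%, 0.549% and 0.660% of all counted small RNAs in experiments A, B and C, and those of annotated miRNA loci 2.32%, 2.11% and 2.89%.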

#### Calculating absolute distances of small RNA reads to the cleavage sites

Genomic ranges of known miRNA targets were extracted from BigWig files and bw counts on each genomic position were normalized to the total amount of mapped reads and a mean was calculated by accounting for sample replicates. The genomic positions of a miRNA target and the 1 bp genomic position of its corresponding cleavage site were converted to transcriptomic positions using the ensembldb package (70).

#### Analysis of phasing

The first nucleotide adjacent to a known cleavage site (CS) of a miRNA target was designated as nucleotide (nt) 1 on both 5′ and 3′ CFs. Afterwards, the CFs were split into 21-nt intervals (Figure 6A). An siRNA was counted to belong to phase 1 if it mapped to the target transcript in any 21-nt interval arising from the CF being split from nt position 1 (e.g. 1-21, 22-42, 43-36 etc.). Only perfectly matching 21-nt long reads (cigar string = 21M) were included in the phasing analysis. The siRNAs were considered to be phased if the majority of reads fall into phase 1. The 2 nt displacement of the minus strand was not taken into consideration in the code and therefore a clear division of reads mapping to either the minus or plus strand is visible in phase 1 and 2 for the Tas1C example (Figure 6B).

#### Analysis of trimming and tailing

The trimming and tailing analysis of sRNA reads mapping to the extremity of the 5′ CF in *PHB* and *TCP2* was performed by filtering the BAM files on an approximately 10 nt match in sequence—10 nt from the cleavage site. Whether a read was trimmed or tailed and how many nucleotides were missing from or added to the end of the original CF end was computed on the basis of the sequence and cigar string.

#### Analysis of the relationship between miRNA:mRNA binding affinity, miRNA expression and propensity to trigger siRNA production

We used a dataset consisting of the 69 miRNAs with unique mature sequence paired with their 151 targets from Supplementary Table S5. These sets of miRNAs and target mRNAs gave rise to a total of 287 miRNA:target combinations. For each combination, the Gibbs free energy for the binding of the seed region of the miRNA (2–9 nt from 5′) to its corresponding target sequence was calculated using the R package Rmelting with default settings (https://aravind-j.github.io/rmelting/).

However, the Rmelting software does not have any algorithm to deal with mismatches at end positions and therefore for 14 pairs the Gibbs free energy was estimated using the RNAhybrid software (71). The miRNA:target sequences and the corresponding Gibbs free energies can be found in Supplementary Table S6. Estimation of Gibbs free energies for RNA hybridization involving an AGO-bound RNA strand is inaccurate with these tools because of the helical conformation of seed nucleotides even prior to hybridization (72). It is, therefore, an underlying assumption in the analysis that the error introduced by ignoring this reduced entropy loss upon hybridization is similar for all miRNA:target hybridization, such that the relative affinities are well approximated by the estimated Gibbs free energies.

To analyze if combined miRNA expression and miRNA:mRNA target affinity is related to the observed pattern of siRNA-producing miRNA targets in the *rrp4* mutant, we used logistic regression models. Only targets matched by miRNAs with unique seed sequence were included and the expression levels of such miRNAs were summed. This dataset consists of 153 miRNA:target combinations of which 30 produce significantly more siRNA in *rrp4* compared to WT. We fitted a binomial logistic regression model to see the effect of miRNA expression level on the probability of targets producing siRNA. To include the effect of Gibbs free energy of the miRNA(seed):target mRNA association, we fitted a saturated model. This model showed a significant covariance of miRNA expression level and binding energy (*P* = 0.047), such that the higher the miRNA is expressed the higher affinity it has to its target. We therefore reduced the model to see the effect of miRNA expression level and binding energy as covariates on the probability of targets producing siRNA. All logit models were validated with a Kolmogorov-Smirnov test (*P* > 0.05). To assess the effect of Gibbs free energy of the miRNA(seed):mRNA target association on siRNA production from different targets of the same miRNA, we focused on a subset of miRNAs that both have targets that produce siRNAs and targets that do not. Since many miRNA isoforms share targets, we also grouped the miRNAs into families (all isoforms and miRNA156 and 157 grouped), resulting in a data set of 9 miRNA families with 144 targets for which the status of siRNA production (y/n) was known. We fitted a linear mixed model with miRNA family as random effect to this data set.

All data analysis of the mapped and quantified reads were performed in R version 4.0.3, (https://www.r-project.org/) and plots were generated with ggplot2 (https://ggplot2.tidyverse.org/). All R code is available at the following Github repository: https://github.com/MariaLouisaVigh/ExosomePelota.

## RESULTS

### Inactivation of the exosome subunit RRP45B results in accumulation of RISC 5′-cleavage fragments

To answer the question of whether the RNA exosome mediates the degradation of RISC 5′-cleavage fragments that we previously showed to depend on the components of the SKI complex, SKI2, SKI3, SKI8, we performed northern blot analysis of RNA prepared from *rrp45b* mutants (also known as *cer7-3*). *RRP45B* is one of two genes encoding the core exosome subunit RRP45 in Arabidopsis, and in contrast to core exosome subunits encoded by single genes, knockouts of both *RRP45B* and *RRP45A* are viable (60,63). *RRP45B* was chosen for initial analyses, because its inactivation leads to production of ectopic siRNAs from some mRNAs (41). Our analyses showed that the *rrp45b* mutant exhibits overaccumulation of several miRNA-guided 5′-cleavage fragments (Figure 1A–C). Such overaccumulation may be subtle (ARF10/miR160, Figure 1A) or clear (AGO1/miR168, CSD2/miR398; Figure 1B,C), but is in all cases near-identical to what is observed in *ski2*, *ski3* and *ski8* mutants. The higher level of full length CSD2 mRNA detected specifically in *ski8* mutants may be due to the fact that the SKI8 protein has functions in complexes other than the cytoplasmic SKI complex, including the RNA polymerase II-associated Paf1c implicated in pre-mRNA synthesis and processing (73–75). In addition, as seen previously for *ski2-4* mutants (42), mutation of *RDR6* did not affect the level of 5′-cleavage fragments detected in *rrp45b* mutants (Figure 1A–C). We conclude from these observations that the degradation of several RISC 5′-cleavage fragments proceeds via a canonical SKI2-3-8-exosome dependent pathway.

**Figure 1.**
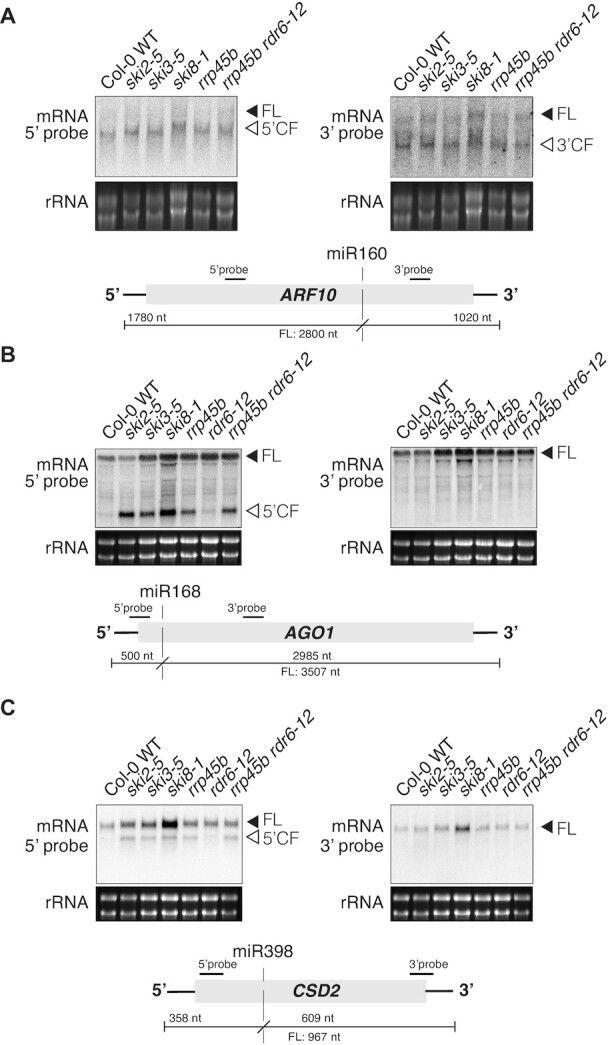
Accumulation of 5′ cleavage fragments in *rrp45b*. (**A**) Northern blot analyses of 20 μg total RNA from inflorescences. Radiolabeled probes specific to either the 5′ or the 3′ cleavage fragment of ARF10 were hybridized consecutively to the same membrane. Arrows indicate the full length (FL) and the 5′ or 3′ cleavage fragment (CF). Localization of the probes relative to the miR160 cleavage site (vertical dashed line) and expected cleavage fragment sizes are illustrated below the blots. (**B**) Same analysis as in (A) carried out with the miR168 target AGO1. (**C**) Same analysis as in (A) carried out with the miR398 target CSD2.

### *rrp45b* and *ski3* mutants exhibit defective limitation of secondary siRNAs similar to *ski2*

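Experiment A compares inflorescence small RNAs of Col-0 with those of ski2-5, ski3-5 and rrp45b (allele cer7-3), at 2 libraries per genotype. The paper calls these biological replicates and the series record technical ones, and in the latter case the SEs leave out the variation between plants. SKI2 and SKI3 belong to the complex that feeds mRNA into the cytoplasmic exosome, and RRP45B is a core subunit of the exosome. Plants were moved to soil 10 days after germination and grown for 4 more weeks. Libraries were made with the NEBNext small RNA kit and sequenced on an Illumina NextSeq 500. The authors trimmed reads with cutadapt 2.4, mapped them to TAIR10 with STAR 2.6.0a and counted them with featureCounts on Araport11 genes and added intergenic regions. Values per library are not used here. The authors' deposited tables used hold one comparison of each mutant with Col-0 from DESeq2, with a log2 fold change, its standard error (SE) and an adjusted p for up to 109169 features, so no spread over libraries is given and the depth of single libraries is not known from them. A feature is called here higher or lower when the adjusted p in the deposited table is below 0.05, without regard to small RNA size or position along the gene. In data simulated from the levels and SEs of ski3-5, 25% of changes of log2 1 and 60% of changes of log2 2 passed this limit, with 4 false calls among 47133 features. Subtle changes are therefore often missed in experiment A. For the mutated genes themselves no change passed, and the authors' deposited table gives a log2 fold change of -0.29 (SE 0.71) for SKI3 in ski3-5 and -0.07 (SE 0.45) for RRP45B in rrp45b.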

We next tested whether RRP45B and SKI3 are also necessary for avoidance of miRNA-induced secondary siRNA production, similar to SKI2. Small RNA-seq with RNA extracted from *ski3* and *rrp45b* mutants showed that miRNA targets were enriched among mRNAs producing ectopic siRNAs (Figure 2A), similar to what we reported previously for *ski2-4* (42). 

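PHB, PHV and REV, the HD-ZIP III genes that set leaf polarity, gained siRNAs in both ski3-5 and rrp45b. The authors' deposited table gives PHB (chromosome 2, 14639323-14644355) a log2 fold change of 1.39 (SE 0.27, adjusted p 2.48e-04) in ski3-5 and 2.49 (SE 0.26, adjusted p 4.91e-18) in rrp45b. Other gains were on TCP2, TCP3 and TCP4, leaf-growth genes under miR319, and on AP2, a floral identity gene under miR172. For TCP4 the authors' deposited table gives 1.54 (SE 0.23) in ski3-5 and 1.32 (SE 0.23) in rrp45b, and for AP2 1.56 (SE 0.24) and 0.94 (SE 0.24). By the authors' deposited table, 19 of 210 targets were higher and 2 lower in ski3-5, and 12 of 192 were higher and 2 lower in rrp45b. Adjusted over the list alone, 25 and 13 were higher. The lower ones are the F-box genes AT1G32140 and AT3G22350 in both mutants. Targets were far more often higher than other features: 9.05% against 0.153% in ski3-5 (odds ratio 64.7, Fisher's exact test, two-sided, p = 1.27e-26) and 6.25% against 0.291% in rrp45b (odds ratio 22.9, Fisher's exact test, p = 1.45e-12). The ski2-5 comparison gave an odds ratio of 69.5 for its 21 higher targets (Fisher's exact test, p = 7.79e-30). PPR genes, mitochondrial RNA processing factors whose copies may share reads, were higher for 9 members in ski3-5 and 11 in ski2-5 in the authors' deposited table but for 0 in rrp45b, where 8 had an unadjusted p below 0.05 in the deposited table. Of 5 coding genes known as siRNA sources in exosome mutants, the authors' deposited table has 1 higher in ski3-5 and 2 in rrp45b. CER3, a wax gene repressed by siRNAs when RRP45B is lost, is one of them at 3.60 (SE 0.22) in ski3-5 and 6.94 (SE 0.22) in rrp45b in the authors' deposited table.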

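AGO1, AP2, ARF6, PHB, PHV, REV, TCP2, TCP3 and TCP4 gained siRNAs in ski2-5, ski3-5 and rrp45b alike in experiment A. They encode the main miRNA effector protein AGO1 and transcription factors of flower, leaf and auxin response. A further 9 targets, all PPR genes such as RPF2, RPF3, RPF6 and RFL9, were higher in ski2-5 and ski3-5 but did not pass an adjusted p of 0.05 in rrp45b. PHO2, a phosphate-uptake gene, and BHLH77 were higher in rrp45b alone, and the jacalin gene AT2G25980 in ski3-5 and rrp45b. For AT2G25980 the authors' deposited table gives 3.76 (SE 0.76) in ski3-5 and 3.03 (SE 0.77) in rrp45b. ski3-5 and rrp45b share 10 higher targets, where independent sets would share 1.19 (Fisher's exact test, two-sided, p = 3.76e-10). Both are set against the same Col-0 libraries. With every call taken as noise with such shared controls, simulated sets of the same sizes have 4.50 in common. Part of the excess may come from the controls. A comparison without shared controls is that with ski2-5 of experiment B: 18 of the 19 ski3-5 targets and 10 of the 12 rrp45b targets were higher there too, against 2.64 and 1.81 for independent sets (Fisher's exact test, p = 1.46e-17 and 7.32e-08).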

Comparison to a set of miRNA targets found repeatedly in multiple small RNA-seq experiments conducted with *ski2-5* and *ski2-4* to produce increased levels of siRNAs (Supplementary Figure S2, see Materials and Methods) showed that very similar sets of miRNA targets produced secondary siRNAs in *ski2*, *ski3* and *rrp45b* mutants (Figure 2B). Moreover, ectopic siRNAs mapped close to miRNA-guided cleavage sites (Figure 2C), as described previously for *ski2-4* mutants (42). The abundance of the trigger miRNAs themselves was unchanged compared to wild-type in all of the mutants (Supplementary Figure S3A), excluding increased trigger miRNA levels as a possible explanation for the increased siRNA production. 

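miR165, miR319, miR172 and miR168 loci, whose targets PHB, TCP4, AP2 and AGO1 gained siRNAs, showed no change that passed an adjusted p of 0.05. MIR168a, for one, has a log2 fold change of -0.25 (SE 0.19) in ski3-5 and -0.19 (SE 0.19) in rrp45b in the authors' deposited table. Of 120 trigger loci, 0 were higher or lower in ski3-5 in the authors' deposited table, where 8 were higher and 0 lower at an unadjusted p below 0.05. In rrp45b, MIR395f, a sulfate-starvation miRNA, was lower at -1.44 (SE 0.39, adjusted p 0.045) in the authors' deposited table. The loci of rrp45b leaned downwards: the authors' deposited table has 24 lower and 3 higher at an unadjusted p below 0.05, and the median log2 fold change was -0.19, against 0.10 in ski3-5. Taken relative to the median of all miRNA loci, MIR395f no longer passes. None of the targets with more siRNAs in ski3-5 or rrp45b had a higher trigger locus. From unchanged triggers and shared targets, the paper reasons that loss of SKI or exosome function, and not more miRNA, lets the targets enter siRNA production.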

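CSD2, a copper/zinc superoxide dismutase gene cut by miR398 in its ORF (chromosome 2, site 12015572-12015591), gave very few small RNAs in experiment A. Its mean level was 9.89 in the authors' deposited table, against 373 for TCP3. The authors' deposited table gives CSD2 a log2 fold change of -0.50 (SE 1.09) in ski2-5, 0.77 (SE 0.87) in ski3-5 and 0.34 (SE 0.87) in rrp45b, each with an adjusted p of 1. SEs of this size leave changes of log2 1 in either direction open in experiment A. Deeper libraries narrow this: in ski2-5 of experiment C the authors' deposited table has 0.73 (SE 0.26, adjusted p 0.216). Of the 11 copper-protein targets of miR397, miR398, miR408 and miR857, 0 were higher or lower in any mutant of experiment A in the authors' deposited table.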

We also verified that for all three mutants, no secondary siRNAs mapping to CSD2 were detectable (Figure 2C), despite the clear stabilization of CSD2 5′-cleavage fragments (Figure 1C).

**Figure 2.**
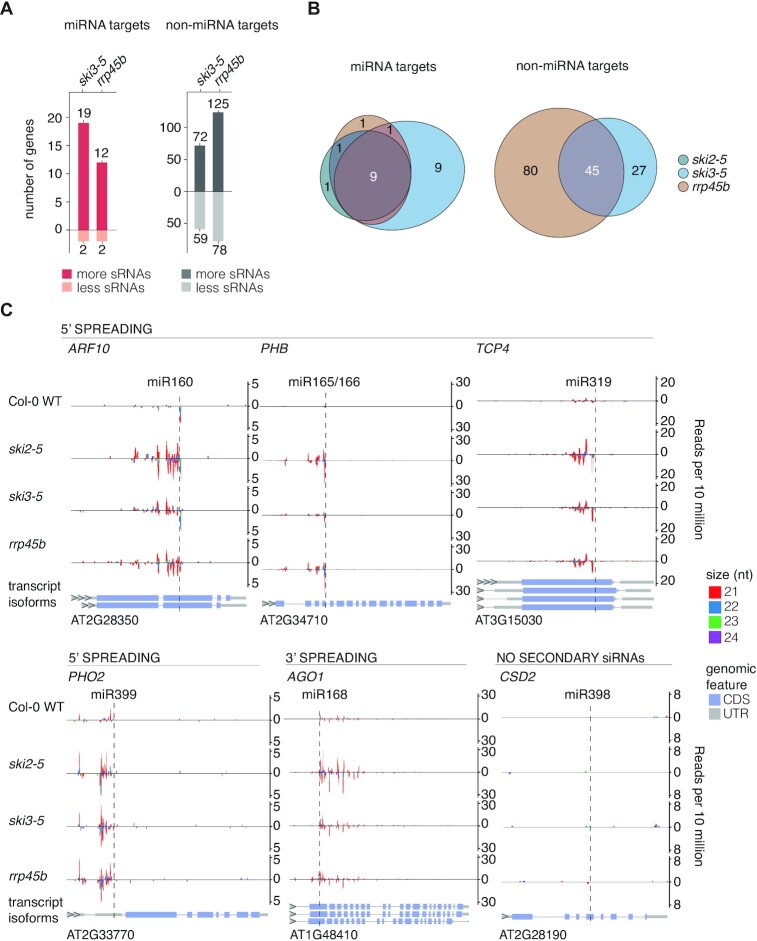
SKI3 and RRP45B limit secondary siRNA production on miRNA targets. (**A**) Bar plots depicting number of known miRNA targets (red bars) and number of mRNAs not known to be miRNA targets (non-miRNA targets, gray bars) which produce either more or less secondary siRNAs in *ski3-5* or *rrp45b* compared to Col-0 WT (Wald test, *P* < 0.05). The enrichment of miRNA targets in genes producing more siRNAs are highly significant in *ski3-5* and *rrp45b* (Fisher-test for *ski3-5*: *P* < 2.2 × 10^−16^, Fisher-test for *rrp45b*: *P* = 1.39 × 10^−15^). (**B**) Euler diagram of the overlap in known miRNA targets (left) and the overlap in non-miRNA targets (right) with ectopic siRNA accumulation in *ski2-5, ski3-5* and *rrp45b*. (**C**) Examples of siRNA accumulation on endogenous miRNA targets. Four examples with siRNAs mapping to the 5′ cleavage fragment (*ARF10, PHB, TCP4* and *PHO2*), one example of siRNAs mapping to the 3′ cleavage fragment (*AGO1*), and one example of no siRNA accumulation despite detection of a stable 5′ cleavage fragment (*CSD2*) are shown. The *y*-axis shows the number of small RNA reads per 10 million. Positive read counts indicate sense orientation, negative read counts indicate antisense orientation. The *x*-axis is the TAIR10 genomic coordinates of the target. sRNAs of sizes 21–24-nt are plotted and the sizes are distinguished with colors as indicated. Vertical dashed lines indicate miRNA-guided cleavage sites. The different transcript isoforms are illustrated for each gene with 5′- and 3′-UTRs in grey, exons in blue and introns as connecting lines. All miRNA targets are plotted in the 5′ to 3′ reading direction and their gene identifiers are noted below the transcript isoforms. Small RNA libraries prepared from two biological replicates were used for all analyses except for *ski2-*5 for which a single replicate had to be used, see Materials and Methods and Supplementary Figure S1A,B.

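siRNA changes of single targets in ski3-5 and rrp45b, set against the same Col-0 libraries, went together in size. Across the 21 targets that were higher in either mutant, the log2 fold changes gave a Pearson correlation of 0.77 (permutation p = 4.00e-05, two-sided, 1 of 24 relations tested) and a Spearman correlation of 0.84, across genes that are not independent. Unchanged groups with shared Col-0 libraries have a simulated correlation of 0.48, without the choice of genes by their calls. The permutation p tests against no correlation and not against that value. The covariance was 0.591 against a simulated 0.0396. With the separate Col-0 libraries of ski2-5 of experiment B, targets higher in either showed no such agreement. Pearson's value was -0.42 for rrp45b and -0.51 for ski3-5, and 0.19 and -0.14 without the 2 farthest targets. Spearman's was 0.23 and 0.32, and 0.32 and 0.33 over all targets with an adjusted p in both. REV, a leaf-polarity gene, stood out in rrp45b at 3.40 (SE 0.34) in the authors' deposited table against 1.40 (SE 0.37) in ski3-5, and AP2 had the reverse order. Outside the targets, 28 features were higher in all of ski2-5, ski3-5 and rrp45b, 71 in rrp45b alone and 17 in ski3-5 alone. AT5G43755 is one of the 28, at 11.25, 10.90 and 11.26 in ski2-5, ski3-5 and rrp45b in the authors' deposited table, with no rise of that size in experiments B and C. For HD-ZIP III genes the authors' deposited table has 3 of 5 higher in each of the 3 mutants (4 in rrp45b when adjusted over the list alone). For the targets of miR319, which hold MYB33 and MYB65 beside TCP genes, it was 3 of 8 in each. Among the ARF genes of the auxin response only ARF6 was higher, at 1.29 (SE 0.29) in ski3-5 and 1.31 (SE 0.29) in rrp45b in the authors' deposited table.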

Since knockout mutants in genes encoding two distinct components of the SKI2-3-8 complex, an ATP-binding site mutant of *SKI2* (*ski2-4*) (42), and a mutant in *RRP45B* give highly similar profiles of illicit secondary siRNAs on miRNA targets, and lead to similar stabilization of 5′-cleavage fragments, we conclude that SKI2-mediated exosome function, presumably 3′-5′ exonucleolysis of 5′-cleavage fragments, underlies its role in limitation of secondary siRNA production. We stress that this is a not a trivial result, because the free, stable 5′-cleavage fragment cannot be the direct template for RDR6 in those cases in which secondary siRNAs map to the 3′-cleavage fragment. In addition, the 5′-cleavage fragment released from RISC is generally unlikely to serve as an RDR6 template because of the existence of examples such as CSD2 for which stable 5′-cleavage fragments do not give rise to siRNA populations, or ARF10 for which stable 5′-cleavage fragments are only slightly more abundant in mutants in components of SKI or exosome complexes than in wild-type, yet miRNA-triggered siRNA production is robust. Thus, exosomal degradation of 5′-cleavage fragments is required to avoid siRNA production and spreading in both 5′- and 3′-directions relative to the miRNA-guided cleavage site, a point that will be treated in depth in the discussion. Consistent with our results, miRNA targets have previously been observed to be represented among siRNA-generating transcripts in mutants of the exosome or of the RST1/RIPR complex implicated in connecting cytoplasmic exosome and SKI2-3-8 complexes (36,38).

### miRNA-induced secondary siRNA production upon inactivation of *PEL1*

We next analyzed the effect of inactivation of the gene encoding PEL1. 

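Experiment B holds 3 inflorescence libraries each of Col-0, ski2-5, pel1-2, hen2-5, rrp4 and rrp45a, and 1 of pel1-1. PEL1 is the plant Pelota, which frees stalled ribosomes so that the mRNA can be broken down. All genotypes share the Col-0 libraries, and the dispersions of the authors' model are shared over the experiment, so the tables of experiment B are not independent of each other. Experiment B counted more than experiment A: the sum of mean levels was 3.61e+07 against 2.51e+07, and 53781 features had a mean level of at least 10, against 41702. In data simulated from ski2-5 of experiment B, 42% of changes of log2 1 and 88% of changes of log2 2 passed an adjusted p of 0.05, with 7 false calls. Small RNAs of the PEL1 locus rose in pel1-2 at 2.79 (SE 0.31) and not in pel1-1 at -1.62 (SE 0.57, adjusted p 0.122) in the authors' deposited table. SKI2, taken as AT3G46960 where the paper prints AT3G49690, was at -0.31 in ski2-5 of this experiment in the authors' deposited table.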

Metazoan Pelota is necessary for subunit dissociation of stalled ribosomes with an empty A-site, for example in the NSD pathway that eliminates faulty mRNAs without a stop codon (46). Consistent with this biochemical role, *pel1* mutants accumulate 5′-cleavage fragments generated by some miRNA-guided RISCs with targets in open reading frames, but not in 3′-UTRs (54). 

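SPL9 and SPL2, flowering-time genes under miR156, had the largest siRNA gains of all miRNA targets in pel1-2. The authors' deposited table gives SPL9 a log2 fold change of 4.93 (SE 0.33, adjusted p 5.64e-47) in pel1-2 and 3.38 (SE 0.44) in pel1-1. Of the 12 targets of miR156 listed, which are 11 SPL genes and MBB18, the authors' deposited table has 8 higher in pel1-2 and 3 in pel1-1, all of them SPL genes, with 8 and 6 adjusted over the list alone. SPL3, SPL4 and SPL5, whose miR156 sites lie in the 3′UTR, were not among them. Reads shared between SPL copies were not tested for, so the count of separate genes is uncertain. Other gains were on PHB and PHV, on MYB33 and MYB65 of the anther, and on TCP2, TCP3, TCP4 and TCP24. Of the 8 targets of miR319, which include MYB33 and MYB65, 6 were higher (7 adjusted over the list alone). PHB stands at 2.77 (SE 0.19, adjusted p 4.93e-45) in pel1-2 and at 2.05 (SE 0.26) in pel1-1 in the authors' deposited table. In pel1-2, 40 of 247 targets were higher and 2 lower in the authors' deposited table, with 49 and 4 adjusted over the list alone. SAUR8 and AT4G13495 were the lower ones. Targets were higher in 16.2% of cases and other features in 0.401% (odds ratio 48.0, Fisher's exact test, two-sided, p = 2.12e-49); in ski2-5 of the same experiment it was 11.7% and 0.305% (odds ratio 43.5, Fisher's exact test, p = 1.93e-35). Of MYB genes under miR858 only MYB111, a flavonol gene, was higher in pel1-2 at 1.81 (SE 0.26) in the authors' deposited table, and of the 5 TIR1/AFB-type auxin targets only TIR1 was, at 1.13 (SE 0.18). NF-YA genes, 7 targets of miR169, had no member higher or lower in either pel1 allele or in ski2-5.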

We found that the *pel1-2* mutant produced siRNAs from a limited set of mRNAs significantly enriched in known miRNA targets (Figure 3A), similar to *ski2-5*. siRNA production from most of these targets was also detected in the independent *pel1-1* mutant (Supplementary Figure S4A). The amplified siRNAs mapped adjacent to miRNA target sites in individual target mRNAs (Figure 3B; Supplementary Figure S4B), consistent with a miRNA-RISC-triggered process. Importantly, the abundances of the trigger miRNAs themselves were unchanged compared to wild-type in all of the mutants (Supplementary Figure S3B), arguing against a trivial explanation of increased RISC activity as the cause of secondary siRNA production. Furthermore, the overlap in siRNA-producing miRNA-targets between *pel1-2* and *ski2-5* was significant, in contrast to the overlap in non-miRNA targets (Figure 3C). Nonetheless, around half of the miRNA-targets found to produce increased siRNA levels in *pel1-2* did not do so in *ski2-5*. 

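miR156, miR165, miR319 and miR172 loci, which act on SPL, HD-ZIP III, TCP and AP2-like genes, did not pass an adjusted p of 0.05 in pel1-2. MIR165a is at 0.19 (SE 0.27), MIR319a at 0.12 (SE 0.22) and MIR156a at 0.09 (SE 0.22) in pel1-2 in the authors' deposited table. Of the 120 trigger loci, 0 were higher or lower in pel1-2, with 2 higher and 0 lower at an unadjusted p below 0.05 in the authors' deposited table, and the median log2 fold change was 0.05. In ski2-5, MIR778 alone was lower at -1.58 (SE 0.43) in the authors' deposited table, and the median was 0.02. In the single pel1-1 library, 2 loci (MIR823 and MIR863) were higher and 7 lower, MIR397a of the copper response among them at -3.50 (SE 0.41) in the authors' deposited table. Outside the trigger set, MIR156j rose in pel1-2 to 6.55 (SE 0.45) and in pel1-1 to 4.94 (SE 0.57) in the authors' deposited table. Over all 325 miRNA loci the authors' deposited table has 2 higher and 0 lower in pel1-2, and 2 higher and 12 lower in ski2-5. MIR845a and MIR845b, pollen miRNAs that act on transposons, were the lower members in ski2-5 of a set of 17 pollen and leaf miRNA loci, with MIR845a at -2.87 (SE 0.22) in experiment B and -1.76 (SE 0.17) in experiment C in the authors' deposited table.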

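PHB, PHV, REV, AP2, MYB33, TCP2, TCP3, TCP4, the disease-resistance gene AT5G43740 and 10 PPR genes gained siRNAs in both pel1-2 and ski2-5 of experiment B. The median log2 fold change of these 19 targets was 0.65 in pel1-2, 0.85 in ski2-5 of experiment B and 1.03 in ski2-5 of experiment C, where all 19 were higher as well. Independent sets would share 4.70 targets (Fisher's exact test, two-sided, p = 8.85e-11). Simulated sets of the same sizes, with every call taken as noise with shared Col-0 libraries, share 12.8. These simulated sets are the highest-ranked targets, cut to the numbers called, whether or not they would pass the limit. The value of 12.8 is therefore not a number of shared calls expected in unchanged groups. How many calls unchanged libraries would give was not tested. With ski2-5 of experiment C, which has other Col-0 libraries, pel1-2 shares 22 targets against 6.20 for independent sets (Fisher's exact test, p = 5.44e-11). Features outside the miRNA targets overlapped too: 78 were higher in both mutants, where independent sets would share 0.822 (Fisher's exact test, p = 2.85e-135). With every call taken as noise with shared controls, the simulated number is 20.1. pel1-2 and ski2-5 of experiment C share 79 such features against 1.80 for independent sets (Fisher's exact test, p = 6.21e-107). This overlap is not special to the pair, since rrp45a, which has no higher target, shares 78 such features with pel1-2 and 57 with ski2-5. Since the Col-0 libraries cannot be divided between the mutants, part of the excess inside experiment B may come from shared controls.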

The opposite statement was also true, as roughly one-third of the siRNA-overproducing miRNA targets found in *ski2-5* did not produce increased levels of siRNAs in *pel1-2* (Figure 3C). 

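SPL2, SPL6, SPL9, SPL10, SPL11, SPL13A, SPL13B, SPL15, the growth genes GRF1 and GRF8, ARF17, TCP24, TIR1, MYB65, MYB111, the laccase gene IRX12 and the resistance genes RSG1 and RSG2 belong to 21 targets that were higher in pel1-2 but not in ski2-5 of experiment B. Their median log2 fold change was 1.86 in pel1-2, 1.03 in pel1-1 and 0.29 in ski2-5, where 16 had a value above zero and 5 an unadjusted p below 0.05. In ski2-5 of experiment C the median was 0.32, with 20 above zero and 3 higher (ARF17, RSG1 and RSG2). AGO1, ARF6, ARF8, ARF10, PHO2 and the copper-protein gene ARPN are among 10 targets that were higher in ski2-5 only. They had a median of 0.99 in ski2-5 of experiment B, 1.01 in experiment C with 7 higher, 0.33 in pel1-2 and 0.14 in pel1-1. AT1G63150, a PPR gene, and AT1G32140 and AT2G27520, F-box genes, complete the set together with AT5G60760. A gene that passes the limit in one mutant and not in the other need not differ between them, and for PPR and F-box genes reads of copies may add to the doubt. Of the 5 ARF targets the authors' deposited table has 3 higher in ski2-5 (4 adjusted over the list alone) and 1, ARF17, in pel1-2 (2 adjusted over the list alone). Of 15 NB-LRR resistance genes it was 1 in ski2-5 and 3 in pel1-2 in the authors' deposited table, namely AT5G43740, RSG2 and RSG1, and of 6 AP2-like genes 2, AP2 and SMZ, in pel1-2.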

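SPL9 and SPL2 rose strongly in pel1-2 with little change in ski2-5, while AGO1 rose in ski2-5 with little change in pel1-2. Over the 50 targets that were higher in either mutant of experiment B, the log2 fold changes of ski2-5 and pel1-2 had a Pearson correlation of 0.02 (permutation p = 0.873, two-sided, adjusted over the 24 relations 0.911) and a Spearman correlation of -0.21 (permutation p = 0.135). Without SPL9 and SPL2, the farthest genes, Pearson's value was 0.13. Unchanged groups with shared Col-0 libraries have a simulated correlation of 0.49. The covariance was 0.0216 against a simulated 0.0363. The simulation did not repeat the choice of genes by their calls, so neither simulated value is a matched baseline here. With ski2-5 of experiment C, whose Col-0 libraries are separate, the 56 targets higher in either gave -0.01 (permutation p = 0.922) and a Spearman correlation of -0.24 (permutation p = 0.0717). The choice of genes matters, since the correlation is 0.46 over all 247 targets with an adjusted p in both tables and Spearman's value is 0.51, each with the smallest p that the permutations can give, with a covariance of 0.240 against a simulated 0.0687. Genes are not independent observations here. ski2-5 itself repeats between experiments at a Pearson correlation of 0.85 over 41 targets.

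**Figure D1:**
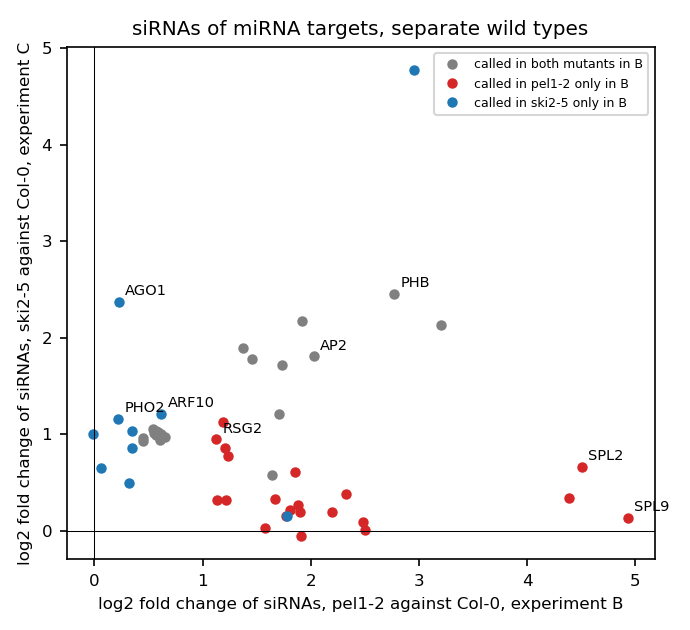
siRNA changes of miRNA targets in pel1-2 (experiment B) and ski2-5 (experiment C), which have separate Col-0 libraries. Each point is a target that was higher in pel1-2 or ski2-5 of experiment B, with log2 fold changes of the authors' deposited tables.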

More generally, increased siRNA levels from miRNA targets in *ski2-5* were not correlated with those in *pel1* mutants (Figure 3D; Supplementary Figure S4C), an important point that is well illustrated by inspection of individual examples. *PHO2/UBC24* targeted by miR399 is an expected example of increased secondary siRNA production specifically in *ski2-5*, but not in *pel1* mutants (Figure 3B,D), because the miR399 target sites are located in the 5′-UTR (Figure 3B), where 80S ribosomes required for recognition by PEL1 are not assembled. However, even for targets with miRNA sites in open reading frames, siRNA overproduction specific to *ski2-5* could be observed, as illustrated clearly by the examples miR168-*AGO1* and also to some extent miR160-*ARF10* (Figure 3B,D). 

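PHO2, the ubiquitin-conjugating enzyme that limits phosphate uptake (chromosome 2, 14277558-14283113), gained siRNAs in ski2-5 of both experiments. The authors' deposited table gives 0.84 (SE 0.19, adjusted p 0.00138) in experiment B and 1.16 (SE 0.17, adjusted p 1.10e-09) in experiment C, but 0.22 (SE 0.19, adjusted p 1) in pel1-2 and -0.25 (SE 0.27, adjusted p 0.781) in pel1-1. With separate Col-0 libraries, pel1-2 minus ski2-5 of experiment C is -0.94 (combined SE 0.26), and pel1-1 minus ski2-5 of experiment C is -1.41 (combined SE 0.32). These differences also hold any difference between experiments B and C, which the combined SE does not cover. PHO2 is the only higher member in ski2-5 of 12 phosphate and sulfate targets under miR399, miR395 and miR827. Targets with ORF sites were higher in ski2-5 of experiment B for 28 of 210 and in pel1-2 for 40 of 210, and targets with 3′UTR sites for 0 of 19 in both (Fisher's exact test, two-sided, p = 0.140 for ski2-5 and 0.0512 for pel1-2). Only 7 targets have 5′UTR sites, too few to test the place of PHO2's sites as such.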

*AGO1* mRNA consistently gives rise to much higher siRNA levels mapping to the 3′-cleavage fragment in mutants of the exosome and SKI complexes (Figure 2C), but not in any of the two independent *pel1* mutants (Figure 3B; Supplementary Figure S4C). Similarly, the increase in siRNAs for ARF10 in *pel1* mutants was much smaller than that observed in *ski2* mutants (Figure 3B,D). Conversely, miR156-*SPL2* gives rise to secondary siRNAs mapping to the 5′-cleavage fragment of SPL2 mRNA only in *pel1* mutants, and miR472 triggers more robust increases in siRNAs mapping to the 3′-cleavage fragment of *RSG2* mRNA in *pel1* than in *ski2-5* mutants (Figure 3B,D; Supplementary Figure S4C). These observations show that loss of PEL1 function leads to illicit secondary siRNA production from miRNA targets, similar, but not identical, to the consequence of inactivation of SKI2-3-8 and exosome complexes, indicating that PEL1 and SKI-exosome act to avoid miRNA-triggered siRNA production via different mechanisms. 

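AGO1, the protein that loads most miRNAs and is itself cut under miR168 (chromosome 1, site 17891530-17891549), gained siRNAs in every SKI and RRP45B mutant. The authors' deposited table gives 1.12 (SE 0.22, adjusted p 1.65e-04) in ski3-5, 1.25 (SE 0.21, adjusted p 2.33e-06) in rrp45b, 2.01 (SE 0.19, adjusted p 1.60e-22) in ski2-5 of experiment B and 2.37 (SE 0.13, adjusted p 8.85e-72) in experiment C. In pel1-2 it stands at 0.23 (SE 0.20, adjusted p 1) and in pel1-1 at 0.10 (SE 0.27, adjusted p 0.921) in the authors' deposited table. Tested against ski2-5 of experiment C, the pel1-2 value is lower by 2.15 (combined SE 0.23) and the pel1-1 value by 2.27 (combined SE 0.30). miR168 did not change with it, since MIR168a is at 0.01 (SE 0.19) in ski2-5 and 0.15 (SE 0.19) in pel1-2 in the authors' deposited table. AGO1 was the only one of 10 silencing-factor targets that was higher in ski2-5. The deposited counts cover the whole gene and cannot be assigned to the cleavage fragments.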

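ARF10, an auxin response factor under miR160 (chromosome 2, site 12115742-12115761), rose in ski2-5 to 1.39 (SE 0.20, adjusted p 2.79e-09) in experiment B and 1.21 (SE 0.18, adjusted p 3.19e-09) in experiment C in the authors' deposited table. pel1-2 stands at 0.62 (SE 0.20, adjusted p 0.213) and pel1-1 at 0.52 (SE 0.28, adjusted p 0.46) in the authors' deposited table. The pel1-2 value minus that of ski2-5 is -0.77 (combined SE 0.29) in experiment B and -0.59 (combined SE 0.27) against experiment C, so the gap is 2.19 combined SEs with separate Col-0 libraries. pel1-1 minus ski2-5 of experiment C is -0.69 (combined SE 0.33). ARF10 is thus less clearly separated between the mutants than AGO1, and a smaller rise in pel1 remains open.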

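SPL2, a phase-change gene cut under miR156 (chromosome 5, site 17360759-17360777), rose in pel1-2 to 4.51 (SE 0.28, adjusted p 1.14e-54) and in pel1-1 to 3.00 (SE 0.38, adjusted p 3.96e-12) in the authors' deposited table. For ski2-5 the authors' deposited table has 0.25 (SE 0.29) in experiment B and 0.66 (SE 0.21, adjusted p 0.0731) in experiment C. The difference of pel1-2 from ski2-5 of experiment C is 3.84 (combined SE 0.35), and that of pel1-1 is 2.33 (combined SE 0.43). RSG2, a disease-resistance gene under miR472 (chromosome 5, site 17560802-17560822), is less clear. The authors' deposited table gives 1.13 (SE 0.15, adjusted p 1.98e-11) in pel1-2, 0.92 (SE 0.20) in pel1-1 and 0.29 (SE 0.15, adjusted p 1) in ski2-5 of experiment B, but 0.95 (SE 0.10, adjusted p 1.15e-17) in ski2-5 of experiment C. So pel1-2 exceeds ski2-5 by 0.84 (combined SE 0.21) within experiment B and by 0.18 (combined SE 0.18) against experiment C, and ski2-5 of B minus ski2-5 of C is -0.66 (combined SE 0.18). RSG1, a resistance gene of the same kind, also passes in ski2-5 of experiment C at 1.13 (SE 0.20) in the authors' deposited table.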

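TCP2, PHB and AP2 gained siRNAs whether PEL1 or SKI2 was lost. Whether the sizes differ for TCP2 and PHB is open: the difference of pel1-2 from ski2-5 of experiment C is 0.01 (combined SE 0.24) for TCP2 and 0.32 (combined SE 0.26) for PHB, and that from ski2-5 of experiment B 0.64 (combined SE 0.26) and 0.58 (combined SE 0.27). MYB33, an anther gene under miR159, gained more in pel1-2 than in ski2-5 of experiment C, by 1.06 (combined SE 0.25), but for pel1-1 the excess is 0.54 (combined SE 0.30). Against that same ski2-5 of experiment C, TCP4 went the other way with -0.52 (combined SE 0.21) for pel1-2 and -0.75 (combined SE 0.25) for pel1-1. Over all features, the authors' deposited table has 310 higher and 221 lower in pel1-2 and 234 higher and 430 lower in ski2-5, so targets are a small part of the changes in either mutant. By these values 3 kinds of target appear. PHB and TCP2 gained siRNAs in both mutants, AGO1 and PHO2 more in ski2-5, and SPL2 more in pel1-2. Of ski2-5 and pel1-2 in experiment B, AGO1 and PHO2 passed only in ski2-5 and SPL2 only in pel1-2. The differences from experiment C also hold any difference between experiments, which the combined SE does not cover. From the limited overlap and from AGO1, PHO2 and SPL2, the paper concludes that PEL1 and the SKI complex keep miRNA targets out of siRNA production in different ways. The small RNA tables bear on the sets of targets, and not on the mechanism.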

We exclude the trivial possibility of differential expression of miRNA targets between *ski2* and *pel1* mutants as the cause of differential siRNA production. Although small differences in expression levels of PHO2, AGO1 and SPL2 mRNAs were detected between *ski2* and *pel1*, there was no tendency for the target mRNA to be either up- or down-regulated in the genetic background in which siRNAs were produced (Supplementary Figure S4D–F). Clearly, it follows from the conclusion that SKI2 and PEL1 limit miRNA-induced siRNA production by different mechanisms that simultaneous inactivation of *SKI2* and *PEL1* should result in exacerbated siRNA production from miRNA targets with siRNAs in both single mutants. We could not verify this prediction, because *ski2*/*pel1* double mutants were embryonically lethal (Supplementary Figure S5).

**Figure 3.**
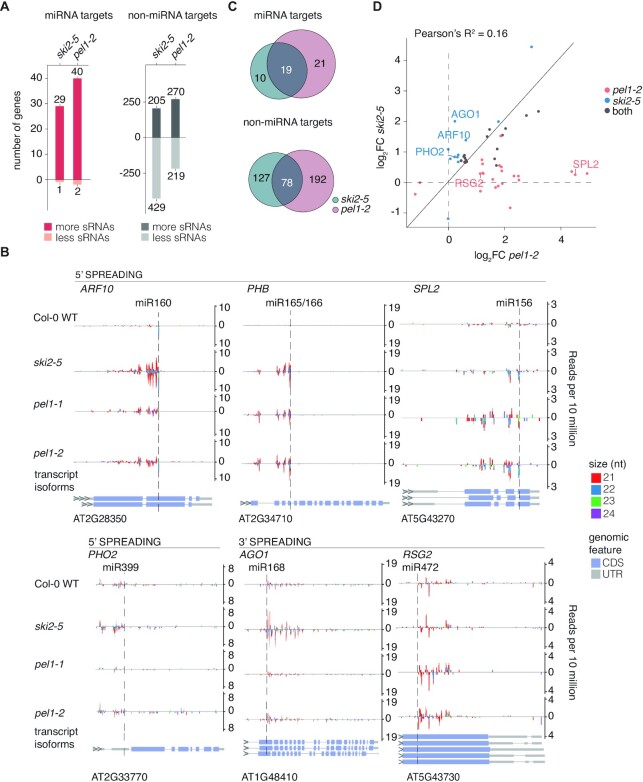
PEL1 limits secondary siRNA amplification from miRNA targets. (**A**) Bar plots depicting number of known miRNA targets (red bars) and number of mRNAs not known to be miRNA targets (non-miRNA targets, gray bars) which produce either more or less secondary siRNAs in *ski2-5* or *pel1-2* compared to Col-0 WT (Wald test, *P* < 0.05). The enrichment of miRNA targets in genes producing more siRNAs is highly significant in *ski2-5* and *pel1-2*, (*P* < 2.2 × 10^−16^ in both cases, Fisher-test). (**B**) Examples of siRNA accumulation on endogenous miRNA targets, organized as in Figure 2C. Four examples with siRNA accumulation on the 5′ CF (*ARF10, PHB, PHO2* and *SPL2*), and two examples of accumulation on the 3′ CF (*AGO1* and *RSG2*) are shown. (**C**) Euler diagrams showing the overlaps in known miRNA targets (top) and in non-miRNA targets (bottom) with ectopic siRNA accumulation in *ski2-5* and *pel1-2*. The number of miRNA targets in the intersection between *ski2-5* and *pel1-2* is significant (Fisher-test: *P* = 0.02905). (**D**) Scatter plot of log_2_ of the fold change of read densities (RPM(mutant)/RPM(WT)) of siRNAs (log_2_FC) mapped to miRNA targets in *pel1-2* (*x*-axis) and *ski2-5* (*y*-axis). Only miRNA targets with significantly higher siRNA read counts in either mutant compared to Col-0 are included. miRNA targets shown in Figure 3B are indicated. miRNA targets are colored according to whether they produce more siRNAs than wild-type in only *pel1-2* (red), only in *ski2-5* (blue) or in both mutants (gray). Small RNA libraries prepared from biological triplicates were used for all analyses presented in this figure (except for *pel1-1*, which is a sample without a replicate (Supplementary Figure S1C,D).

### The nuclear exosome broadly suppresses siRNA production

Given the importance of cytoplasmic exosome-dependent RNA decay systems for the avoidance of miRNA-triggered siRNA production, we next asked whether nuclear exosome-dependent RNA decay may also play a role. 

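HEN2 is the nuclear helicase that brings RNA to the exosome and RRP4 a cap subunit of the exosome core. hen2-5 and rrp4 belong to experiment B, with 3 libraries each and the same Col-0 libraries as ski2-5, and hen2-5 was repeated in experiment C with its own Col-0 libraries. The sample labels and the paper give hen2-5 for experiment C, but the series record names hen2-4, another allele, so the allele there is not certain. Higher calls in hen2-5 repeat well: of 26 miRNA targets that were higher in experiment B, 26 had the same sign in experiment C and 21 were higher there, and of 4548 other features 3665 were. Lower calls repeated less often, as 8 of 19 targets and 940 of 2133 other features that were lower in experiment B were lower in experiment C. Over 44 targets the log2 fold changes of hen2-5 in experiments B and C had a Pearson correlation of 0.92. HEN2 itself gave more small RNAs in hen2-5, at 1.71 (SE 0.20) in experiment B and 1.84 (SE 0.15) in experiment C in the authors' deposited table. RRP4 was at 0.38 in rrp4 in the authors' deposited table, with no call. In data simulated from hen2-5 of experiment C, 54% of changes of log2 1 and 94% of changes of log2 2 passed an adjusted p of 0.05, with 8 false calls among 67533 features. Calls on so many features make the scaling of libraries less certain in hen2-5 and rrp4 than in ski2-5.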

We initially analyzed mutants in two components: Knockout alleles of *HEN2* which encodes a nucleoplasmic relative of SKI2 (59), and a hypomorphic allele of *RRP4* encoding a core exosome component (61), expected to affect both nuclear and cytoplasmic exosome activities (76). 

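SPL4 and SPL5, flowering genes with a miR156 site in the 3′UTR, gained siRNAs in hen2-5 and rrp4. The authors' deposited table gives SPL4 a log2 fold change of 6.71 (SE 0.23, adjusted p 8.36e-186) in hen2-5 and 4.09 (SE 0.23) in rrp4, and SPL5 3.20 (SE 0.28) and 1.09 (SE 0.30). TCP2 rose to 3.60 (SE 0.18) in hen2-5 and 3.28 (SE 0.18) in rrp4, and the growth gene GRF3 under miR396 to 1.79 (SE 0.32) and 1.52 (SE 0.32) in the authors' deposited table. Of 8 GRF genes, 4 were higher and 1 lower in hen2-5 in the authors' deposited table. F-box genes, whose copies may share reads, had 12 of 38 members higher and 2 lower in hen2-5 and 8 higher and 0 lower in rrp4 in the authors' deposited table. In all, 26 of 243 targets were higher and 19 lower in hen2-5, and 42 higher and 14 lower in rrp4 in the authors' deposited table. Adjusted over the list alone these were 27, 21, 45 and 17. So many other features changed that the excess of targets is small in hen2-5: 10.7% of targets and 7.20% of others were higher (odds ratio 1.54, Fisher's exact test, two-sided, p = 0.0455, adjusted over 24 tests 0.0734). In rrp4 it was 17.3% of targets (odds ratio 4.76, Fisher's exact test, p = 1.11e-14), and in hen2-5 of experiment C 15.7% and 9.09% (odds ratio 1.87, Fisher's exact test, p = 8.06e-04). The background matters in hen2-5, as Fisher's exact p is 0.0564 in experiment C among protein-coding genes and 0.243 in experiment B when matched on level. Targets were also lower more often than others, with an odds ratio of 2.43 in hen2-5 (Fisher's exact test, p = 9.31e-04) and 3.68 in rrp4 (Fisher's exact test, p = 6.13e-05), but only 1.29 in hen2-5 of experiment C (Fisher's exact test, p = 0.296). This depends on the background: among protein-coding genes Fisher's exact p is 0.0302 in hen2-5 and 0.0733 in rrp4, and against 33000 genes, chosen after seeing the values, 0.522 in hen2-5. TAS genes, the sources of trans-acting siRNAs, were on that side: 1 of 11 was lower in hen2-5 and 4 in rrp4 in the authors' deposited table, TAS1c at -0.57 (SE 0.15) in hen2-5 and TAS2 at -0.56 (SE 0.14) in rrp4. The methyltransferase targets of miR163 had 2 of 6 lower in hen2-5, and jacalin targets 1 of 17 lower in hen2-5 and in rrp4 in the authors' deposited table.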

Small RNA-sequencing demonstrated that although some miRNA targets did produce siRNA quantities different from wild-type (Figure 4A), the *hen2* and *rrp4* mutants exhibited vast differences in their small RNA profiles compared to wild-type and *ski2* (Figure 4B). In addition to the previously observed siRNA generation from divergent non-coding transcripts (76), many different classes of RNA, in particular mRNA, gave rise to small RNAs (Figure 4B). These ectopic small RNAs showed a size distribution typical of siRNAs resulting from DICER-LIKE cleavages with peaks at 21 and 24 nt (Figure 4C), indicating that they are *bona fide* siRNAs and not simply random degradation fragments. In addition, the relative accumulation of ectopic 24- and 21-nt siRNA species was, broadly speaking, consistent with the type of source transcript. 

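Protein-coding genes gave more small RNAs in 1579 cases in hen2-5 of experiment B in the authors' deposited table, which is 61.2% of those called, and in rrp4 1042 gave more and 425 fewer. Transposable elements gave 1102 and 348 in hen2-5 and 495 and 147 in rrp4, and intergenic regions 756 and 427 in hen2-5 and 793 and 229 in rrp4. In hen2-5 of experiment C the direction turns, with 1157 higher and 1368 lower transposable elements and 744 and 836 intergenic regions in the authors' deposited table. Over all tested protein-coding genes, medians were -0.11 log2 in hen2-5 and rrp4 of experiment B and 0.094 in hen2-5 of experiment C. snRNA genes of the splicing machinery went one way: 30 were higher in hen2-5, 22 in rrp4 and 44 in hen2-5 of experiment C, and none lower in the authors' deposited table. Over 998 structural RNA genes the split was 60 higher and 104 lower in hen2-5 and 45 and 68 in rrp4 in the authors' deposited table. RGL1, a repressor of gibberellin responses, was among the mRNAs with the largest rise in hen2-5, with 6.73 (SE 0.22) in experiment B and 7.13 (SE 0.17) in experiment C in the authors' deposited table, and XTH9, a cell-wall gene, was at 4.22 in rrp4. Called organelle and tRNA features were mostly lower, so a difference in RNA make-up or quality is possible. For tRNAs the authors' deposited table has 87 lower and 0 higher in hen2-5 and 55 lower and 0 higher in rrp4. The authors' deposited table has 57 of 134 chloroplast features lower and 0 higher in hen2-5 and 24 lower and 0 higher in rrp4, and of 162 mitochondrial features 44 lower and 4 higher in hen2-5 and 23 lower and 6 higher in rrp4. Pseudogenes had 821 higher and 62 lower in hen2-5 in the authors' deposited table. Copies of repeated families may share reads, so class counts are counts of annotated features and not of separate loci.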

24-nt siRNAs dominated from intergenic transcripts and transposable elements while 21-nt siRNAs were more abundant from mRNAs (Figure 4C). Because of the many mRNAs present in the siRNA-producing set, we also tested whether the Zn-finger protein SOP1, related to the key component of the mammalian nuclear Poly(A)-directed exosome targeting complex, ZCCHC1 (77), showed similar deregulated siRNA production. 

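Experiment C compares 3 inflorescence libraries each of ski2-5, hen2-5 and sop1-5 with 3 of Col-0, and its Col-0 libraries are not those of experiments A and B. SOP1 is a nuclear zinc-finger protein that helps HEN2 and the exosome with some mRNA precursors. It is the deepest of the experiments by sum of mean levels, at 4.46e+07, and 60672 features had a mean level of at least 10. Over all features, the authors' deposited table has 492 higher and 539 lower in ski2-5, 6154 and 3203 in hen2-5, and 590 and 483 in sop1-5. ski2-5 repeated experiment B: all 29 miRNA targets that were higher in ski2-5 there had the same sign here and 26 were higher, PHB, AGO1 and TCP4 among them. In all 38 of 246 targets were higher and 1 lower in ski2-5 of experiment C in the authors' deposited table (odds ratio 26.1 against other features, Fisher's exact test, two-sided, p = 7.39e-38). Small RNAs of SOP1 itself stayed at 0.48 (SE 0.15, adjusted p 0.101) in sop1-5 in the authors' deposited table.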

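RSG2, a disease-resistance gene, was one of only 5 miRNA targets with more siRNAs in sop1-5, at 0.52 (SE 0.10, adjusted p 8.26e-05) in the authors' deposited table. RPF6, a PPR gene, was another at 0.26 (SE 0.08), and AT5G43740, AT3G22350 and MIR863 were the others. MIR863 is itself a trigger miRNA locus, so its small RNAs may be the miRNA and not siRNAs, and the counts and odds ratio below include it. Of 251 targets, 5 were higher and 2 lower in sop1-5 in the authors' deposited table, the lower ones being AT2G25980 and AT2G27520. The counts were 7 and 2 adjusted over the list alone and 29 and 8 at an unadjusted p below 0.05. The share of 1.99% against 0.844% of other features gave an odds ratio of 2.39 (Fisher's exact test, two-sided, p = 0.0637). TCP2, SPL4 and SPL5, which rose in hen2-5, did not pass in sop1-5, where TCP2 is at -0.08 in the authors' deposited table. By class, the authors' deposited table has 177 protein-coding genes higher and 110 lower in sop1-5, against 2924 and 481 in hen2-5 of the same experiment. The median log2 fold change of the higher targets was 0.52 in sop1-5 and 1.10 in hen2-5. Among all features, those of sop1-5 are most often intergenic regions (220 higher, 204 lower) in the authors' deposited table. Protein-coding genes come next, and then transposable elements (133 higher, 119 lower). From the small set of mRNAs in sop1-5, the paper reasons that the SOP1 branch of nuclear decay is not what keeps most mRNAs from making siRNAs.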

Unlike *hen2* and *rrp4* mutants, however, *sop1-5* did not exhibit substantial ectopic siRNA production (Supplementary Figure S6A), precluding SOP1-dependent nuclear (pre)-mRNA decay as the major pathway required to limit massive mRNA-derived siRNAs observed in *hen2* and *rrp4*.

**Figure 4.**
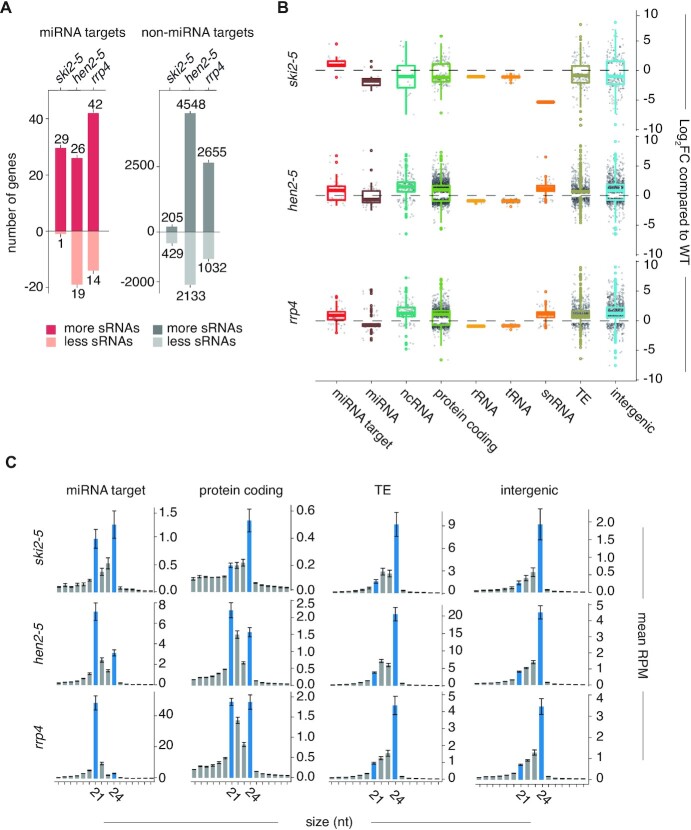
HEN2 and RRP4 have effects on siRNA production from RNAs beyond miRNA targets. (**A**) Bar plots depicting number of known miRNA targets (red bars) or number of non-miRNA targets (grey bars) which produce either more or less secondary siRNAs in *ski2-5, hen2-5* or *rrp4* compared to Col-0 WT (Wald test, *P* < 0.05). The enrichment of miRNA targets in genes producing more siRNAs is significant in *ski2-5* and *rrp4* (Fisher-test for *ski2-5*: *P* < 2.2 × 10^−16^, Fisher-test for *rrp4*: *P* = 1.7 × 10^−4^). The proportion of miRNA targets found in genes with lower levels of siRNAs in the *ski2-5* and *rrp4* mutants compared to WT is not significant (Fisher-test for *ski2-5*: *P* = 1.00, Fisher-test for *rrp4: P* = 0.07551). The enrichment of miRNA targets in genes producing both more and less siRNAs in *hen2-5* compared to WT is not significant (Fisher-test for miRNA target enrichment in genes with more siRNAs: *P* = 0.12, Fisher-test for miRNA target enrichment in genes with less siRNAs: *P* = 0.62). (**B**) Boxplot of all genes with significantly differentially expressed siRNAs mapped to them (*P*_adj._ < 0.05). The *y*-axis shows the log_2_ of the fold change of read densities (RPM(mutant)/RPM(WT)) of siRNAs mapped to genes. Genes are split into different types according to Araport11 annotations (GFF3 file custom modified to include annotations of intergenic regions). (**C**) Bar plots showing the size distribution of siRNAs mapped to miRNA targets, protein coding genes, transposable elements (TE) and intergenic regions in the different mutants indicated. Error bars show the standard error of the mean RPM in biological triplicates. Small RNA libraries prepared from biological triplicates were used for all analyses presented in this figure.

### *RRP4* has a more profound effect on limitation of miRNA-induced secondary siRNAs than either *SKI2* or *HEN2*

The fact that a high number of mRNAs gives rise to secondary siRNA production in *hen2* and *rrp4* mutants might mean that miRNA targets are included in the set of ectopic siRNA producers by coincidence. If so, the production of siRNAs from these targets would not allow inferences on the possible implication of HEN2 and RRP4 in limitation of miRNA-induced siRNA production. We therefore first inspected the pattern of accumulation of siRNAs mapping to miRNA targets in *hen2* and *rrp4*. Metaplots of siRNA read densities centered on miRNA-guided cleavage sites showed an asymmetry with higher read counts 5′ to cleavage sites and lower read counts 3′ to cleavage sites (Figure 5A). This pattern is indicative of a miRNA-RISC-triggered process and is consistent with the fact that most miRNA-triggered secondary siRNAs map 5′ to the cleavage site, perhaps as a consequence of asymmetry in base pairing strength between the 5′ (seed) and 3′ halves of miRNAs to their targets (42). The analysis of siRNAs mapping to miRNA targets in *hen2* and *rrp4* also showed that while siRNA abundances on individual targets tended to be highest close to the miRNA target site, they covered larger parts of target transcripts compared to what is observed in *ski2*, *pel1* and *rrp45b*, and were generally not restricted to either 5′- or 3′-cleavage fragments (Figure 5A–C). We next compared the identities of miRNA target mRNAs giving rise to secondary siRNAs in *ski2*, *hen2* and *rrp4*. These analyses showed that nearly perfectly reciprocal sets of miRNA targets gave rise to secondary siRNAs in *ski2* and *hen2*, and that the union of those two sets largely matched the set of miRNA targets giving rise to siRNAs in *rrp4* (Figure 5D,E; Supplementary Figure S7A,B). 

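AGO1, PHO2, the PPR gene AT1G63070, the resistance gene AT5G43740 and AT5G60760 gained siRNAs in ski2-5 alone of the 3 mutants of experiment B. SPL4, SPL5, MYB65, TCP10, GRF3 and ATHB-8, a vascular HD-ZIP III gene, belong to 13 targets of hen2-5 and rrp4 but not ski2-5. PHB, PHV, REV, AP2, ARF6, ARF8, ARF10 and PPR genes belong to 18 targets of ski2-5 and rrp4 but not hen2-5, although ARF6, ARF8, RFL9 and RPF3 were higher in hen2-5 of experiment C. MYB33, TCP2, TCP3 and TCP4 were higher in all 3 mutants, and AT1G32140 and AT2G27520 in ski2-5 and hen2-5 only. ski2-5 and hen2-5 thus share 6 targets, where independent sets would share 3.10 (Fisher's exact test, two-sided, p = 0.100). The simulated number, with every call taken as noise with shared Col-0 libraries, is 9.54. With separate controls, hen2-5 of experiment B and ski2-5 of experiment C share 9 against 4.07 (Fisher's exact test, p = 0.00934). rrp4 holds 22 of the 29 ski2-5 targets (5.01 for independent sets, 13.4 simulated, Fisher's exact test, p = 4.15e-14) and 17 of the 26 hen2-5 targets (4.49 and 11.9, Fisher's exact test, p = 5.09e-09). Against experiment C, rrp4 shares 23 with ski2-5 and 22 with hen2-5 (Fisher's exact test, p = 1.86e-11 and 5.23e-10). Only 7 targets were higher in rrp4 alone, among them DCL1, the miRNA-producing enzyme, at 0.50 (SE 0.15), LAC2, a laccase gene, at 1.95 (SE 0.35), and ATHB-15 at 2.09 (SE 0.18) in the authors' deposited table. In experiment C, DCL1, TCP24 and AT1G10120 of these were higher in hen2-5 and ATHB-15 in ski2-5. Across experiments, hen2-5 of experiment B minus ski2-5 of experiment C is -2.97 (combined SE 0.27) for PHB, -2.45 (combined SE 0.23) for AGO1 and -1.05 (combined SE 0.27) for ARF10. For SPL4 it is 6.54 (combined SE 0.32) and for TCP2 1.88 (combined SE 0.24). By the deposited calls, 1 of the 42 rrp4 targets, LAC2, had a higher trigger locus and 20 a lower one. The authors' deposited table has 7 of the 120 trigger loci higher and 29 lower in rrp4, but relative to the median of all miRNA loci 14 are higher and 13 lower, so their direction depends on the scaling. The paper describes the ski2 and hen2 target sets as almost reciprocal. Here most targets were called in either mutant alone, but with separate controls the sets shared more than independent ones would. From these sets, the paper proposes that SKI2 in the cytoplasm and HEN2 in the nucleoplasm may do similar work on different targets, and names other explanations.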

We did not include *hen2/ski2* double mutants in this analysis, because their strong developmental phenotype (Figure 5F,G) made it impossible to produce comparable inflorescence tissues for siRNA analysis. A tempting and straightforward interpretation of the observation of reciprocity in miRNA-target/mRNA pairs giving rise to secondary siRNAs between *ski2* and *hen2* mutants is that SKI2 and HEN2 perform biochemically similar functions in limiting miRNA-induced secondary siRNA, with SKI2 acting in the cytoplasm (57), and HEN2 acting in the nucleoplasm (60). Clearly, this interpretation would mean that some miRNA-mRNA targeting events occur preferentially in the cytoplasm while others occur preferentially in the nucleus. If so, the tendency of individual miRNA-targets to produce siRNAs mapping both 5′ and 3′ to miRNA target sites in *hen2* mutants may be explained by a higher tendency of nuclear RDR6 to engage in amplification, including 3′-spreading initiated by a subset of secondary siRNAs. More trivial explanations than nuclear-cytoplasmic partitioning of miRNA-mRNA targeting events are also possible, however. For example, inactivation of HEN2/RRP4 may allow nuclear escape of defective mRNA species and hence provide a pool of mRNA particularly sensitive to RdRP recruitment upon RISC targeting in the cytoplasm. Finally, we note that the similar profiles of ectopic siRNA production between *ski2* and *rrp45b*, but the very different effects observed in *rrp45b* on the one hand and *hen2* and *rrp4-2* on the other, suggest that inactivation of *RRP45B* may mostly affect cytoplasmic exosome activity. 

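TCP2, TCP3 and TCP4 were the only targets higher in both rrp45b and hen2-5 of experiment B. rrp45b shares 3 targets with hen2-5 (Fisher's exact test, two-sided, p = 0.177) but 8 of its 12 with rrp4 (Fisher's exact test, p = 5.96e-04) and 11 with ski2-5 of experiment C. PHB shows the contrast: rrp45b, ski2-5 and rrp4 all raise its siRNAs, while hen2-5 stands at -0.52 (SE 0.21, adjusted p 0.0893) in experiment B and 0.21 (SE 0.19) in experiment C in the authors' deposited table. rrp4 minus hen2-5 of experiment C is 2.13 (combined SE 0.27) for PHB and 1.33 (combined SE 0.21) for TCP4. SPL4, a hen2-5 target, did not pass in rrp45b. By features, rrp45b had 137 higher and 80 lower in the authors' deposited table, against 4574 and 2152 in hen2-5 and 2697 and 1046 in rrp4. rrp45b and hen2-5 come from experiments of different depth, so the number of calls is not comparable between them. HEN2 itself gave more small RNAs in rrp45b, and in rrp4 at 1.28 in the authors' deposited table.

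**Figure D2:**
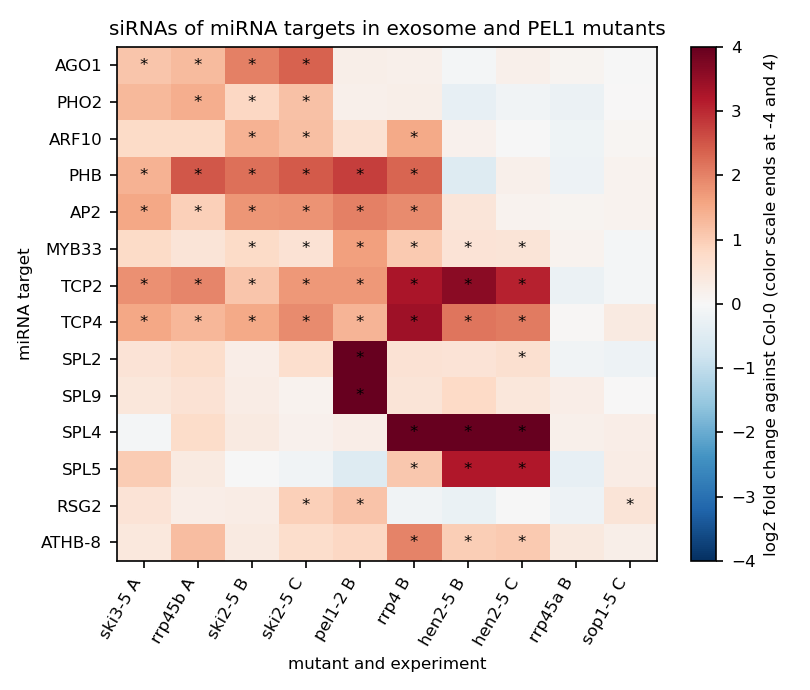
siRNA changes of 14 miRNA targets in 10 mutant comparisons. Colors show the log2 fold change in the authors' deposited tables, with the scale ending at -4 and 4, and asterisks an adjusted p below 0.05.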

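PHB, TCP4, AGO1, SPL4 and every other miRNA target stayed below the limit for more siRNAs in rrp45a, a mutant of the second copy of the RRP45 exosome subunit. The authors' deposited table gives -0.22 for PHB, 0.06 for TCP4 and 0.10 for AGO1. Of 246 targets, 0 were higher and 2 lower (AT3G22350 and AT4G13495) in rrp45a in the authors' deposited table, and 3 were higher and 10 lower at an unadjusted p below 0.05. The same holds for families: 0 of the PPR genes and 0 of the TCP genes were higher in rrp45a in the authors' deposited table. Outside the targets, 194 features were higher and 249 lower in rrp45a in the authors' deposited table. Many of them are not special to RRP45A. Of the higher ones, 65 were also higher in sop1-5 of experiment C, which has separate Col-0 libraries, where independent sets would share 1.54; of the lower ones 78 were shared against 1.81. The RRP45A locus was at -0.04 in rrp45a in the authors' deposited table.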

A simple separation of nuclear and cytoplasmic exosome activities between RRP45A and RRP45B does not seem to operate, however, because contrary to *hen2* mutants, *rrp45a* mutants did not produce ectopic siRNAs from miRNA targets (Supplementary Figure S6B).

**Figure 5.**
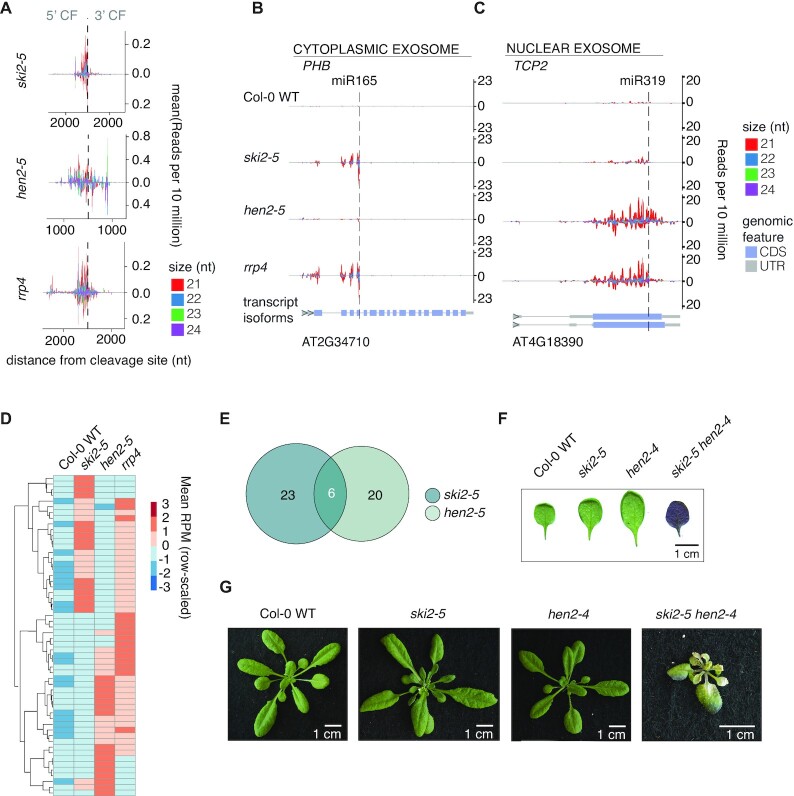
Distinct patterns of miRNA-induced secondary siRNA production in cytoplasmic and nuclear exosome mutants. (**A**) Metaplot of siRNA read densities (RP10M) along miRNA target transcripts with significantly higher siRNA production in mutants than in wild-type. Position 0 is defined by miRNA-guided cleavage sites. (**B**) An example of ectopic secondary siRNA accumulation on a known miRNA target, *PHB*, in *ski2-5* and *rrp4* mutants, but not in *hen2-5*. (**C**) An example of ectopic secondary siRNA accumulation from a known miRNA target, *TCP2*, in *hen2-5* and *rrp4* mutants, but not in *ski2-5*. Plots are organized as in Figures 2C and 3B. (**D**) Heatmap of known miRNA targets with significantly more siRNAs produced in *ski2-5, hen2-5* and *rrp4* compared to WT (*P*_adj._ < 0.05). In the heatmap, the *z*-score of the mean RPM of siRNAs mapped to each miRNA target in WT, *ski2-5, hen2-5* and *rrp4* are used. The heatmap is clustered by targets. Small RNA libraries prepared from biological triplicates were used for all analyses presented in this figure. (**E**) Euler diagrams showing overlap in siRNA-producing miRNA targets between *ski2-5* and *hen2-5* mutants. (**F**) Abaxial side of detached first true leaves of Col-0, *ski2-5*, *hen2-4* and *hen2-4/ski2-5*. (**G**) Rosette phenotypes of Col-0, *ski2-5*, *hen2-4* and *hen2-4/ski2-5* mutants. The plants were photographed after 25 days of growth.

### Illicit secondary siRNAs are not phased

We next analyzed the miRNA-induced siRNA populations in *ski2*, *hen2* and *rrp4* for phasing relative to the cleavage site, as this may reveal important insight into their mechanism of generation. A phased pattern of accumulation implies that secondary siRNAs resulting from the initial miRNA-dependent recruitment of RDR6 do not trigger further amplification, because small RNA-guided cleavage by AGO1 occurs opposite of nucleotides 10–11 of the guide RNA, thus leading to a 10-nt phase shift if re-amplification occurs (Figure 6A). In contrast, multiple scenarios can explain lack of phasing, including reiterative amplification initially starting from a well-defined point, and single-round amplifications starting from template RNAs not perfectly in phase. We detected no phasing of the illicit siRNA populations mapping to PHB and TCP2, in contrast to the phased *TAS1c* siRNAs (Figure 6B). At least part of the reason for this result appears to be unaligned 3′-ends of the 5′-cleavage fragments: for PHB, we found that the 3′-most siRNA species, resulting from the first Dicer-catalyzed cleavage event, occurred in at least 6 different phases because of nucleotide tailing and trimming of the PHB 5′-cleavage fragment (Figure 6C).

**Figure 6.**
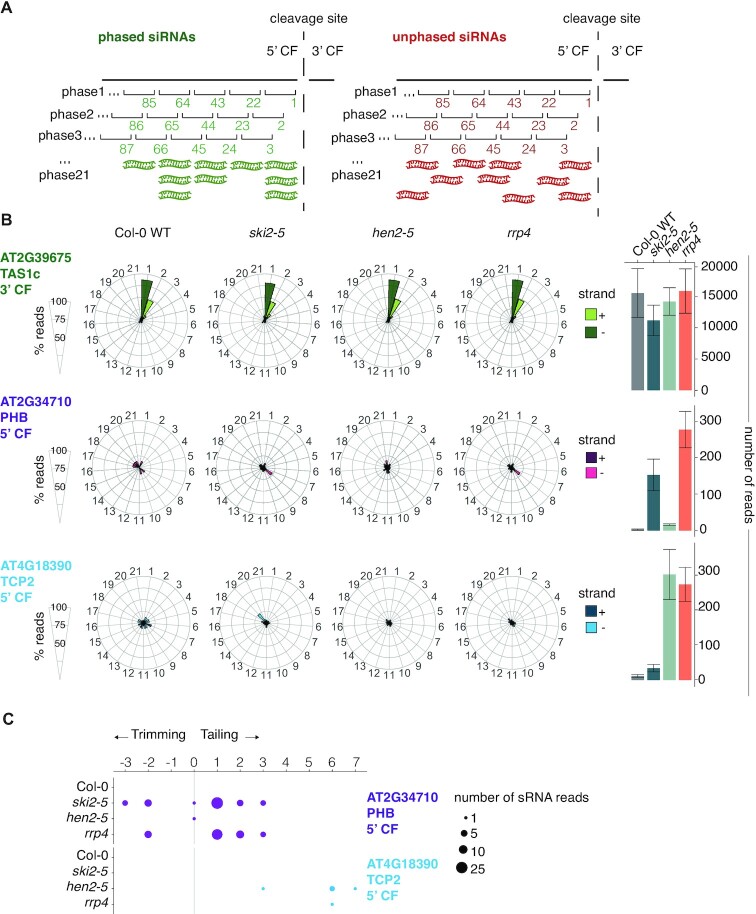
Secondary siRNAs amplified from endogenous miRNA targets in *ski2-5, hen2-4* and *rrp4* mutants are not phased. (**A**) Illustration of phased and unphased siRNA populations, and definitions of the phase registers used for the analysis in (B). (**B**) Distribution of siRNAs mapping to *TAS1c*, *PHB* and *TCP2* in the 21 possible phases in *Col-0*, *ski2-5*, *hen2-5* and *rrp4* mutants. *TAS1c* serves as a control known to generate phased siRNA populations. Dark shades, reads mapping to the plus strand; light shades, reads mapping to the minus strand. Bar plots on the right show the total number of reads underlying the analysis of phase distributions in each genotype. Error bars indicate the standard error of the read count biological triplicates. (**C**) Dot plot representation of heterogenic 5′ ends of the small RNA reads which map to the extremity of the *PHB* and *TCP2* 5′ CF in WT, *ski2-5, hen2-5* and *rrp4*. The circle size represents the number of sRNA reads with a certain number of tailed/trimmed nucleotides found to map to the 5′ CF extremity. Small RNA libraries prepared from biological triplicates were used for all analyses presented in this figure.

### Illicit siRNA production correlates with miRNA abundance and miRNA:target mRNA affinity

This and our previous study (42) show that occurrence of stable 5′-cleavage fragments is not the trigger of production of secondary siRNAs from miRNA targets in *ski2, ski3* and *rrp45b* mutants. For example, *MYB33* (miR159) and *CSD2* (miR398) show stable 5′-cleavage fragments in *ski2* mutants, but no siRNA production, ARF10 (miR160) shows readily detectable 5′-cleavage fragments in both wild-type and *ski2* mutants, but siRNA production only in *ski2*, and *AGO1* (miR168) shows a stable 5′-cleavage fragment, but increased siRNA abundances mapping to the 3′-cleavage fragment in *ski2* mutants. 

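MYB33, an anther gene under miR159 (chromosome 5, site 1839580-1839599), gained some siRNAs in ski2-5. The authors' deposited table gives 0.77 (SE 0.19, adjusted p 0.00671) in experiment B and 0.57 (SE 0.17, adjusted p 0.0413) in experiment C, and 1.64 (SE 0.18) in pel1-2 and 1.05 (SE 0.18) in rrp4. CSD2 did not pass in ski2-5 of either experiment, at 0.47 (SE 0.38, adjusted p 1) in experiment B in the authors' deposited table, and was lower in rrp4 at -1.82 (SE 0.43, adjusted p 7.75e-04). Against hen2-5 of experiment C, the CSD2 value of rrp4 differs by -1.55 (combined SE 0.51). The copper-protein targets as a list had 1 higher in ski2-5 (ARPN), 1 in pel1-2 (IRX12) and 2 higher and 1 lower in rrp4 in the authors' deposited table. For ARF10, rrp4 resembles ski2-5 with 1.52 (SE 0.20) in the authors' deposited table, and its excess over hen2-5 of experiment C is 1.53 (combined SE 0.27). NAC genes under miR164 had CUC2, an organ-boundary gene, higher in ski2-5 of experiment C at 2.12 (SE 0.41) in the authors' deposited table, and of the 3 HAM genes under miR171 one was higher there (3 adjusted over the list alone). Of MYB genes under miR159, 8 in number, MYB33 was the only one higher in ski2-5, and of 8 GRF genes under miR396 none.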

With the extended set of miRNA targets found to produce secondary siRNAs in *rrp4* mutants, we therefore asked if other properties of miRNA/target pairs could be identified that correlate with the tendency to initiate secondary siRNAs. We previously proposed that RISC itself acts as a trigger for siRNA amplification, provided that its dwell time on target RNA exceeds a certain threshold that allows assembly of the amplification machinery around RISC (42). This model predicts that the probability of engaging in siRNA production should increase with the frequency of RISC:target mRNA encounters and with miRNA:target mRNA affinity. 

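Pairs of a miRNA and its target were scored as siRNA producers when the target was higher in rrp4, where both nuclear and cytoplasmic decay are weakened. miRNA level in rrp4 had to be rebuilt from the mean levels and fold changes of the authors' deposited table, since no value per library is given, and loci with the same mature seed were summed. This gave 206 pairs of 38 seed groups and 165 targets, with 43 producing pairs that belong to 16 seed groups. The seed group named miR165, which acts on PHB, PHV and REV, is the most abundant at a level of 1868 (scaled to equal library sums) and has 5 producing pairs of 5. miR319 of the TCP genes has a level of 941 and 6 of 7, and miR159 of the MYB genes 1208 and 2 of 7. miR166 also has its site on PHB and has no seed group of its own, so the level of 1868 need not be that of miR165 alone. Pairs of one miRNA share its level, so they are not independent, and the p of a likelihood ratio test over pairs is too small. A permutation over whole seed groups is therefore given beside it.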

We therefore first tested if siRNA-producing miRNA:target pairs can be sorted from non-siRNA producing pairs based on miRNA abundance as revealed by small RNA-seq. By fitting a logistic regression model, we found that the relationship between siRNA production and trigger miRNA expression level was significant (LRT, *P* = 1.073 × 10^−5^, Figure 7A, left). 

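miR165, miR319 and miR162, whose targets PHB, TCP4 and DCL1 make siRNAs in rrp4, are all abundant, while most miRNAs without a producing target are rare. Producing pairs had a median miRNA level of 150 and other pairs 6.70. In the logistic model the slope on the natural log of the level was 0.449 (SE 0.0903; likelihood ratio chi-square test, p = 2.73e-08). When levels were exchanged between whole seed groups, the permutation p was 5.70e-04 (two-sided). Of the 19 more abundant seed groups, 13 had a producing pair and 32 of their 93 pairs (34.4%) produced. Of the 19 rarer ones, 3 had one and 11 of 113 pairs (9.73%) produced. Exceptions exist in both directions: miR156 with a level of 505 has 2 producing pairs of 11 (SPL4 and SPL5), miR396 of the GRF genes 2 of 7 at 457, and miR163 and miR403 have 0, while miR167 has a seed group at 4.91 with 2 of 2 producing and miR859 8 of 35 at 5.22. PPR targets, 10 of 32 of which were higher in rrp4 in the authors' deposited table, share a few miRNAs and may share reads, so they do not count as separate cases.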

We next tested if prediction of siRNA-production from miRNA:target pairs could be improved by taking miRNA:target affinity into account in addition to miRNA expression level. 

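miR165, which acts on PHB, joins a high level with strong binding, at a median of 67.5 kJ/mol over its pairs. For miR319, which acts on TCP4, the more abundant seed group has a median of 57.4 and the other, with 7 of 8 pairs producing, one of 39.2, whereas miR159 of MYB33 joins a high level with weak binding at 25.5. Over the 206 pairs, adding the binding energy to the level gave a better logistic fit (likelihood ratio chi-square test, p = 0.0245). Pairs of one target share its outcome, so this p is too small, and no permutation over groups was run for the energy. The product of level and energy added nothing beyond both (likelihood ratio chi-square test, p = 0.750). Producing pairs had a median energy of 52.0 kJ/mol in size and other pairs 46.7.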

A saturated logistic model showed significant covariance of miRNA expression levels and miRNA:target affinity (LRT, *P* = 0.045). Therefore, we fitted a logistic regression model with the covariate term (miRNA abundance * miRNA:target affinity). This showed that both miRNA:target affinity and miRNA expression level are significant predictors of siRNA production (LRT, *P* = 5.789 × 10^−9^), such that the more abundant a miRNA is and the stronger it binds to its target, the more likely it is to induce siRNA production. 

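PHB, PHV and REV under miR165, all higher in rrp4, have both an abundant miRNA and strong sites. TCP2, TCP3 and TCP4 under miR319, also higher, have an abundant miRNA, but binding differs between its seed groups. The product alone predicts siRNA production in rrp4 (likelihood ratio chi-square test, p = 5.33e-09), though this p too treats the pairs as independent. miR397 is less abundant, at a level of 38.6, and its one producing target, LAC2, is bound more strongly than its others, by 43.7 against 27.2 kJ/mol. From these fits, the paper concludes that abundant and tightly bound miRNAs are the most likely triggers of siRNAs. The relation is one across pairs in a single mutant, and neither level nor binding was altered in an experiment.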

Compared to the model with only miRNA abundance as fixed effect, the covariate model fitted the data better, as seen by the better separation of siRNA producers from non-siRNA-producers (Figure 7A, right). 

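Both models leave much of the difference between producers such as PHB and TCP4 and non-producers unexplained. With level alone the AIC was 184 and Tjur's R² 0.154, and with the product of level and energy 181 and 0.178. The AIC difference of 3.18 favors the product, but it turns to -0.198 without the PPR targets and the F-box targets of miR859. A model with level and energy as separate terms has an AIC of 181 and a Tjur's R² of 0.179. SPL genes under miR156 are one group that the level places poorly, as most of them do not produce siRNAs in rrp4 despite an abundant miRNA.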

The better data fit and higher prediction power of the covariate model was also apparent from quantitative measures of fit (Akaike Information Criterion AIC = 122, Tjur’s R^2^ = 0.27 for the covariate model; AIC = 136, Tjur's R^2^ = 0.14 for the model with only miRNA expression as fixed effect). These results indicate that both miRNA expression level and miRNA:target mRNA affinity are relevant variables to determine whether siRNA production is triggered. Because miRNA:target mRNA affinity is more directly connected to the RISC dwell time hypothesis, we sought to further test its relevance. To this end, we selected 9 miRNA families for which both siRNA-producing and non-siRNA producing target pairs could be identified, and asked whether miRNA:target mRNA affinity could explain the different outcomes in terms of siRNA production within miRNA families. 

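miR319 binds its siRNA-producing targets, TCP2, TCP3, TCP4, TCP10, TCP24, MYB33 and MYB65, more strongly than its 1 other target, by 44.3 against 27.3 kJ/mol. For miR396 with GRF3, GRF8 and AT1G10120 it was 42.7 against 35.4, and for miR159 with MYB33 and MYB65 29.2 against 24.1. Of 9 miRNA families with both kinds of target, 7 had the stronger mean energy among producers, 0 the weaker, and 2 (miR160 and miR172) a single energy for all. The mixed model over 153 pairs of 83 targets, 44 of them producing, gave a difference of 3.67 kJ/mol (SE 1.45; likelihood ratio chi-square test, p = 0.0123), and exchanging producers within families a permutation p of 0.0110 (two-sided). For miR156 and miR859 the difference was small, at 0.106 and 0.198 kJ/mol, and miR397 and miR408 rest on 1 producing target each, LAC2 and ARPN. Targets of several members of a miRNA family enter with more than one pair, as SPL4 and SPL5 do with 8 producing pairs under miR156. MYB33 and MYB65 enter under both miR159 and miR319. With 1 pair per target the permutation p was 0.0872.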

We found that the tendency for siRNA-producing miRNA:target pairs to be of higher affinity than non-siRNA-producing miRNA:target pairs was statistically significant (χ^2^ = 0.016, Figure 7B). These results corroborate the importance of miRNA:target mRNA affinity in determining whether siRNA amplification results from RISC:target encounters.

**Figure 7.**
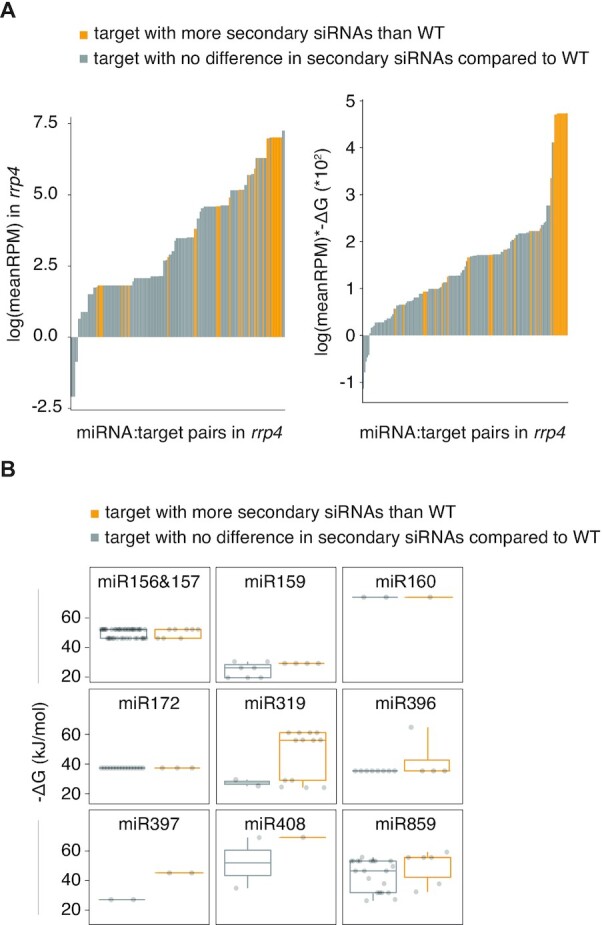
Correlation between miRNA expression level, binding energy and miRNA-induced secondary siRNA production. (**A**) The left bar plot shows miRNA:target pairs ranked by expression level (RPM) of the miRNA in *rrp4* and colored according to whether significantly higher siRNA counts are detected in *rrp4* than in wild-type. The log(meanRPM) of the miRNA gene is plotted on the *y*-axis for each miRNA:target pair on the *x*-axis (total number of miRNA:target pairs = 153). In a logit model there is a significant and positive effect of miRNA abundance on miRNA-induced siRNA production (LRT, *P* = 1.073 × 10^−5^). The right bar plot shows the same miRNA:target pairs, colored as in the left plot, but ranked instead by miRNA expression level (RPM) and binding energy (-Δ*G* (kJ/mol)) as a covariate. A logit model with the covariate as an effect of miRNA-induced secondary siRNA production was fitted and the effect is significant and positive (LRT, *P* = 5.789 × 10^−9^). The Gibbs free energy is calculated for the base pairing in the miRNA seed region (nt 2 to 9) to its target. Yellow bars, miRNA genes with a significantly higher number of siRNAs in *rrp4* compared to wild type; gray bars, miRNA genes with no significant difference in siRNAs in *rrp4* compared to wild -type. (**B**) Binding energy (Δ*G* (kJ/mol)) of seed region of miRNA to different targets of the same miRNA family. In total there were 144 miRNA:target combinations where members of the same miRNA family could pair to more than one target – some of which produce siRNAs (yellow) and others that do not (gray). In a linear mixed model with miRNA family as random effect, the binding is significantly stronger (lower Δ*G*) when secondary siRNAs are produced (*χ^2^*, *P* = 0.016). Small RNA libraries prepared from biological triplicates were used for all analyses presented in this figure.

## DISCUSSION

### Exosomal degradation of the 5′-cleavage fragment as an accelerator of RISC dissociation

We previously used the term ‘RISC-trigger model’ for miRNA-triggered secondary siRNA production via RISC itself bound to cleaved target RNA as the key initiating element (42). In contrast, we refer to models that propose initiation of secondary siRNA production through target RNA cleavage fragments by virtue of their aberrant properties as the ‘aberrant RNA model’. The RISC-trigger model proposes as its central feature that the dwell time of RISC on target RNA is decisive for recruitment of the machinery required for secondary siRNA formation, such that long dwell times favor RdRP recruitment, while rapid RISC dissociation leads to target regulation in the absence of secondary siRNA formation. Evidence consistent with the RISC-trigger, but incompatible with the aberrant RNA model, includes examples of miRNA targets with stable 5′-cleavage fragments in *ski2* mutants that either fail to produce secondary siRNAs or produce secondary siRNAs mapping to the 3′-cleavage fragment. More direct support for the RISC-trigger model comes from the observation that miR173 triggers secondary siRNAs from *TAS1* and *TAS2* precursors in the complete absence of slicer activity of AGO1 such that no cleavage fragments are generated (11). Likewise, AGO7-miR390 is capable of triggering *TAS3* secondary siRNAs from uncleavable miR390 sites in *TAS3* precursor RNAs (78). In addition, recent recapitulation of AGO1-miR173- and AGO7-miR390-triggered tasiRNA generation in cell-free systems showed that RDR6 and AGO physically associate in RISC:target associations leading to tasiRNA production, thus verifying a central element of the RISC trigger model (79,80). In the following, we offer an interpretation of the results described here within the framework of the RISC-trigger model. We stress that despite the support outlined above, this model cannot at present be viewed as fully supported by evidence, and we take care to emphasize predictions that arise specifically from interpretations of the present results on the basis of the RISC-trigger model.

The fact that inactivation of the *SKI3* and *RRP45B* genes leads to illicit miRNA-triggered siRNA production very similar to what is observed in *ski2* mutants strongly suggests that there is no previously unrecognized biochemical activity of SKI2 specifically linked to limitation of secondary siRNA production: this effect of SKI2 must also be explained by facilitating exosome function, almost certainly the degradation of 5′-cleavage fragments. But how does failure to degrade 5′-cleavage fragments lead to ectopic siRNA generation 3′ to the cleavage site, as in the example of *AGO1* mRNA? We suggest that SKI2/3/8-exosome-mediated degradation of 5′-cleavage fragments happens *before*, not after, RISC has fully dissociated from its cleaved target RNA: dynamic ‘breathing’ of base pairs between the 5′-cleavage fragment and the RISC-bound miRNA may allow interaction with SKI2/3/8 while RISC and cleavage fragments are still held together. In this way, exosomal decay of 5′-cleavage fragments would accelerate dissociation of RISC from cleaved target RNAs, and hence maintain dwell times short enough to avoid recruitment of the machinery required for secondary siRNA production. Clearly, such a mechanism predicts physical proximity between SKI2-3-8/exosome and RISC, a property that has not yet been observed in plants, but for which there is precedent in other systems. For example, the *Neurospora crassa* Argonaute protein QDE-2 participates in biogenesis of miRNA-like small RNAs by association with longer precursors such that exosome-mediated trimming of QDE-2-bound small RNA precursors results in mature RISC containing a QDE-2-bound small RNA (81).

### miRNA:target mRNA affinity as a determinant of siRNA production

It is a significant finding of the present study that rather than cleavage fragment levels, miRNA levels and miRNA:target mRNA affinity are good predictors of miRNA-induced secondary siRNA production, tested here in the *rrp4* mutant that offers the largest number of cases to be studied. Since high miRNA:target affinity results in slow RISC dissociation (82), this result directly supports the idea that long dwell times of RISC on target RNA triggers siRNA amplification. The dependence on trigger miRNA levels constitutes less direct support for the RISC trigger model, but is consistent with it, simply because a higher RISC concentration increases the number of RISC:target encounters, hence increasing the chance that some encounters will be long-lived enough to trigger siRNA production. We note that in addition to providing support for the RISC-trigger model, the relevance of miRNA:mRNA target affinity for secondary siRNA production may provide a simple explanation for the tendency of 22-nt miRNAs to induce siRNA amplification, even in the presence of SKI2-3-8/exosome function: the additional base pair between the target 5′-cleavage fragment and the 3′-end of the miRNA may prolong the average dwell time of RISC sufficiently that at least some RISC:target mRNA encounters lead to recruitment of the siRNA amplification machinery. This interpretation would also explain the recent observation that a 1-nt insertion mutant in miR398b to make it 22-nt long does not induce secondary siRNAs (83). In the RISC-trigger model, the mutant 22-nt miR398b does not induce siRNA amplification, because the additional nucleotide in the miRNA does not result in formation of additional target base pairs, and hence does not lead to longer-lived miR398b-RISC:target interactions.

### Relevance of aberrant RNA in siRNA amplification

Although the evidence against RISC-generated cleavage fragments as triggers of siRNA production via RDR6 from this and previous work (11,42,78,84,85) is now compelling, aberrant RNA clearly can play a role in RDR-mediated siRNA amplification given the many reports of ectopic siRNA production in mutants in mRNA decay (33–41). How may these seemingly opposing pieces of evidence be reconciled? We previously proposed that aberrant RNA may be particularly relevant for allowing reiterative RISC-RDR6-mediated siRNA amplification through as yet ill-defined mechanisms. It is also possible, however, that some aberrant RNAs act as *bona fide* triggers of RNA silencing, as suggested for the L1 GUS transgenic system used to decipher large parts of the genetics of amplified RNA silencing in plants (86). For example, RDRs other than RDR6 may convert some aberrant RNAs into dsRNA leading to production of a small population of primary siRNAs that may be further amplified via the RISC-RDR6 module. The silencing of the wax biosynthesis gene *CER3* in *rrp45b* mutants is particularly instructive in this regard. *CER3* siRNA production in *rrp45b* depends not only fully on the well-described RISC-RDR6 module (AGO1, SGS3, SDE5, RDR6) but also on RDR1 (41,87). Thus, this unique case may be explained by successive actions of RDR1 and RDR6 in siRNA production such that RDR1 might mediate formation of low-abundant primary siRNAs using aberrant *CER3* RNA stabilized in the *rrp45b* mutant as template. Given that *Arabidopsis* also encodes the three neighboring, closely related and functionally uncharacterized RDR3-5 (AT1G19910, AT1G19920, AT1G19930), it is possible that RDR function in primary siRNA formation is widespread, but recalcitrant to genetic analysis, except in rare cases where a single RDR enzyme is uniquely responsible for this step. It is also noteworthy that silencing of *CER3* in *rrp45b* mutants is suppressed by inactivation of the SKI complex (88), a result seemingly in opposition to the enhancement of miRNA-triggered siRNA production in *ski2* and *ski3* reported here. If an aberrant *CER3* RNA population triggers siRNA production in *rrp45b* mutants, it is likely to be degraded via the action of SKI-exosome complexes in wild-type cells. In the absence of the exosome, binding of the SKI complex might stabilize this RNA population for long enough to be used as a template for an RDR, perhaps RDR1, while in the absence of both SKI and exosome activity, an alternative RNA degradation pathway may take over to preclude the entry of this RNA population into the RNA silencing pathway.

### Distinct roles of PEL1 and SKI2 in limiting secondary siRNA production

PEL1, SKI2-3-8 and the cytoplasmic exosome have a clear role in degradation of RISC 5′-cleavage fragments and other NSD substrates (42,54). Yet, as discussed at length above, the stable 5′-cleavage fragments are not direct RdRP substrates, suggesting that the requirement for PEL1 for avoidance of miRNA-triggered siRNAs may not be related to degradation of 5′-cleavage fragments, and, by consequence, that inactivation of PEL1 and SKI2-3-8-exosome leads to miRNA-triggered siRNA production for different reasons. Consistent with this idea, the set of miRNA targets that produces siRNAs in *pel1* and *ski2* mutants is not the same, even if there is some overlap. How could loss of PEL1 function stimulate miRNA-induced siRNA production? And in particular, what is the explanation for enhanced siRNA production in *pel1* mutants not only of siRNAs mapping to 5′-cleavage fragments, but also to 3′-cleavage fragments as shown by the miR472-*RSG2* example? Several observations indicate the importance of ribosome association for miRNA-triggered siRNA production from *TAS* precursors. Ribosome profiling experiments demonstrate ribosome association with *TAS3* precursors (89,90), and the *TAS2* precursor contains a short open reading frame important for tasiRNA biogenesis, and both the precursor and cleavage fragments associate with polyribosomes (91). Furthermore, detailed biochemical analyses reveal the importance of ribosome stalling in proximity to the 5′ miR390 site in *TAS3* precursors (90), and ribosome stalling and collision at rare codons in transposable element mRNAs correlates with their production of 21-nt siRNAs (58) (observed in mutants defective in DNA methylation, and, therefore, often referred to as epigenetically activated siRNAs, or easiRNAs (28)). It appears, therefore, that stalled ribosomes, in particular in combination with RISC, act as a trigger of secondary siRNA production, perhaps by extending the time of RISC association with target mRNA by AGO interaction. Indeed, AGO proteins, including *Arabidopsis* AGO1, associate with polyribosomes and co-purify with ribosomal proteins (92–94). Thus, the subunit dissociation activity on stalled ribosomes of Dom34/Pelota and Hbs1 (55,95) could directly limit secondary siRNA formation from miRNA-target mRNAs associated with RISC. This proposition is consistent with all of the properties of enhanced miRNA-induced siRNA production in *pel1* mutants that we observe here, in particular the distinct set of miRNA targets affected compared with *ski2* mutants, and enhanced production of siRNAs mapping to 3′-cleavage fragments in some instances. We note that this model requires plant PEL1 to be able to cause splitting of subunits from ribosomes stalled at internal sites in mRNAs. It is at present unclear to what extent internal ribosome stalls are resolved by Pelota:Hbs1 (46,48,55,95), particularly because Pelota binding to stalled ribosomes is favored by A-sites free of mRNA (55,96). Nonetheless, cryo-EM structures of Pelota bound to stalled ribosomes with mRNA sequence downstream of the P-site indicated mRNA displacement from the channel upon Pelota binding, thus strongly suggesting that an empty A-site is not an absolute requirement for Pelota binding (97). In addition, as noted by D’Orazio and Green (46), the observation that loss of the mouse Hbs1 homologue GTPBP2 leads to neurodegeneration in a strain carrying an inactivating mutation in a brain-specific Arg-tRNA provides an example of requirement of resolution of internal ribosome stalls *in vivo* by Pelota:Hbs1 (98). Thus, although a direct implication of stalled ribosome eviction by plant PEL1 in limitation of secondary siRNA production is not uniformly supported by biochemical analysis of Pelota/Dom34 activity on stalled ribosomes *in vitro*, this proposition is consistent with other analyses of molecular properties of Hbs1:Pelota and their function *in vivo*.

### Possible reasons for ARGONAUTE specialization in secondary siRNA formation

The most highly conserved example of miRNA-induced secondary siRNA production in plants is the formation of AUXIN RESPONSE FACTOR (ARF)-targeting *TAS3* siRNAs by miR390. These tasiRNAs are fundamental for leaf and flower development, as documented by consequences of their loss in mutants required specifically for siRNA amplification. Defects in these mutants include aberrant developmental timing (99), and aberrant leaf and flower morphogenesis in multiple species (100–105). *TAS3* siRNAs are initiated by a conserved AGO7-miR390 RISC (106), not by an AGO1-based RISC, and it has not been clearly established why a specialized AGO protein is required for this process of secondary siRNA formation. Our analysis of illicit secondary siRNAs produced by AGO1-miRNA targets may reveal part of the answer to this mystery: in most angiosperms, *TAS3* siRNAs derive from the 5′-cleavage fragment of the *TAS3* precursor (107), by dicing from its 3′-end following miR390-guided cleavage and conversion into dsRNA. The 5′-cleavage fragment must therefore maintain a well-defined 3′-end to produce functional ARF-targeting siRNAs in phase with the miR390-guided cleavage site. However, AGO1-miR166 induced secondary siRNAs mapping to *PHB*, and AGO1-miR319 induced secondary siRNAs mapping to *TCP2* were completely unphased, at least in part due to tailing and nibbling of the 3′-end of the 5′-cleavage fragment. Strong tailing and trimming activities are associated with AGO1, but less so with AGO7, as suggested by the different effect of mutation of the small RNA methyl transferase HEN1 on AGO1-bound miR173 (and other miRNAs) and AGO7-bound miR390. In *hen1* mutants, AGO1-bound miRNAs decrease dramatically in abundance and accumulate as a distribution of 17–27 nt species, while miR390 has reduced abundance, but largely maintains a 21-nt size (108). Thus, employment of a specialized AGO protein, AGO7, may help maintain the crucial phased register of *TAS3* siRNAs. We note, however, that this cannot be the only specialization of AGO7 relevant for *TAS3* siRNA biogenesis, as previous analyses also pointed to the requirement of AGO7-specific activities at the non-cleavable miR390 site in *TAS3* precursors (106).

## DATA AVAILABILITY

The sequencing data generated in this publication have been deposited in NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173426).

R code is available in the GitHub repository https://github.com/MariaLouisaVigh/ExosomePelota.

Small RNA sequencing data are accessible through GEO Series accession number GSE173426.

## Supplementary Material

gkab1289_Supplemental_Files

# Supplementary material for: Nuclear and cytoplasmic RNA exosomes and PELOTA1 prevent miRNA-induced secondary siRNA production in Arabidopsis
**Source:** Nucleic Acids Res. 2022 Jan 17;50(3):1396–415. doi: 10.1093/nar/gkab1289
**Supplement:** gkab1289_Supplemental_Files

**SUPPLEMENTARY MATERIAL**

This article contains supplementary data:

Supplementary Figure 1: **Validation of small RNA sequencing data prior to DESeq analyses.**

Supplementary Figure 2: **Robustness of *ski2-5* samples across sequencing libraries.**

Supplementary Figure 3: **miRNA expression levels in mutants used in this study compared to Col-0 WT**.

Supplementary Figure 4: **miRNA-triggered siRNA accumulation in *ski2-5* and *pel1* mutants**

Supplementary Figure 5: ***ski2/pel1* double mutants are lethal**

Supplementary Figure 6: **siRNA accumulation in *sop1-5* and *rrp45a* mutants**.

Supplementary Figure 7: **siRNA production from miRNA targets in *ski2-5*, *hen2-5* and *rrp4-2***

Supplementary Table 1: **List of oligonucleotides used in the study**

Supplementary Table 2: **List of genes with significant different levels of sRNAs in *ski2-5, ski3-5* and *rrp45b* (Experiment A)**

Supplementary Table 3: **List of genes with significant different levels of sRNAs in *ski2-5, pel1-1, pel1-2, hen2-5, rrp4, rrp45a* (Experiment B)**

Supplementary Table 4: **List of genes with significant different levels of sRNAs in *ski2-5, hen2-5* and *sop1-5* (Experiment C)**

Supplementary Table 5: **List of known miRNA targets (experimentally verified)**

Supplementary Table 6: **List of binding energies in miRNA:target pairs (seed region)**

# Supplementary material for: Nuclear and cytoplasmic RNA exosomes and PELOTA1 prevent miRNA-induced secondary siRNA production in Arabidopsis
**Source:** Nucleic Acids Res. 2022 Jan 17;50(3):1396–415. doi: 10.1093/nar/gkab1289
**Supplement:** gkab1289_Supplemental_Files

Figure S1.

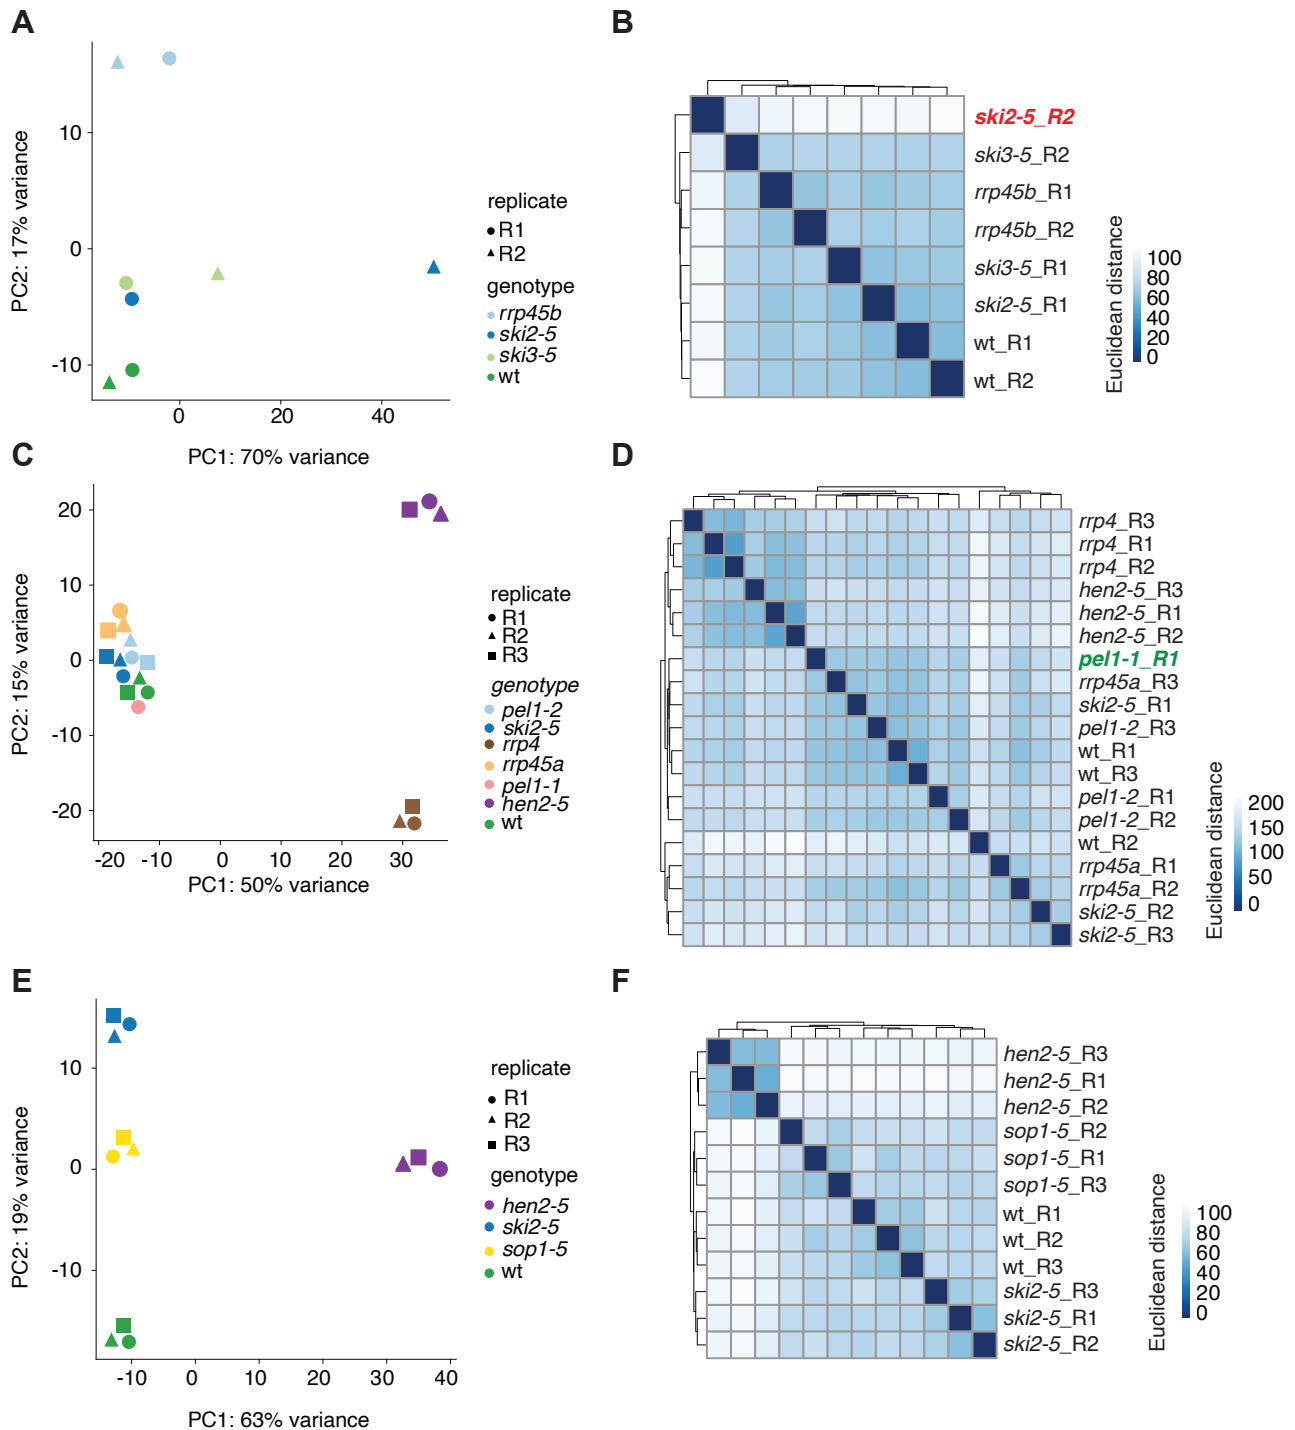

Supplemental Figure 1. Validation of small RNA sequencing data prior to DESeq analyses.

(A) and (B), small RNA sequencing experiment A, used for analyses reported in Figure 2; (C) and (D), small RNA sequencing experiment B, used for analyses reported in Figures 3-7; (E) and (F), small RNA sequencing experiment C, used for analyses reported Supplemental Figure 6.

(A) Principal component 1 and 2 of WT, *ski2-5*, *ski3-5* and *rrp45b*. The genotypes are distinguished by color and the two biological replicates are distinguished by shapes. (B) A distance matrix of WT, *ski2-5*, *ski3-5* and *rrp45b*. The second biological replicate of *ski2-5* is written in red to indicate that it is an outlier. Based on the principal component analysis and the distance matrix, this replicate of *ski2-5* was excluded from the DESeq analysis. The first replicate of *ski2-5* was still used for plotting of sRNA reads on miRNA target coordinates in figure 2C. (C) Principal component 1 and 2 of WT, *ski2-5*, *pel1-1*, *pel1-2*, *rrp4*, *rrp45a* and *hen2-5*. The genotypes are distinguished by color and the biological triplicates in the pool of libraries are distinguished by shapes. (D) A distance matrix of WT, *ski2-5*, *pel1-1*, *pel1-2*, *rrp4*, *rrp45a* and *hen2-5*. The only sample of *pel1-1* is written in green as it clusters together with the *pel1-2* samples. *pel1-1* was excluded from downstream DESeq analysis, but was used for plotting of sRNA reads on miRNA target coordinates in figure 2B.

(E) Principal component 1 and 2 of WT, *ski2-5*, *hen2-5* and *sop1-5*. The genotypes are distinguished by color and the biological triplicates in the pool of libraries are distinguished by shapes. (F) A distance matrix of WT, *ski2-5*, *hen2-5* and *sop1-5*.

Figure S2.

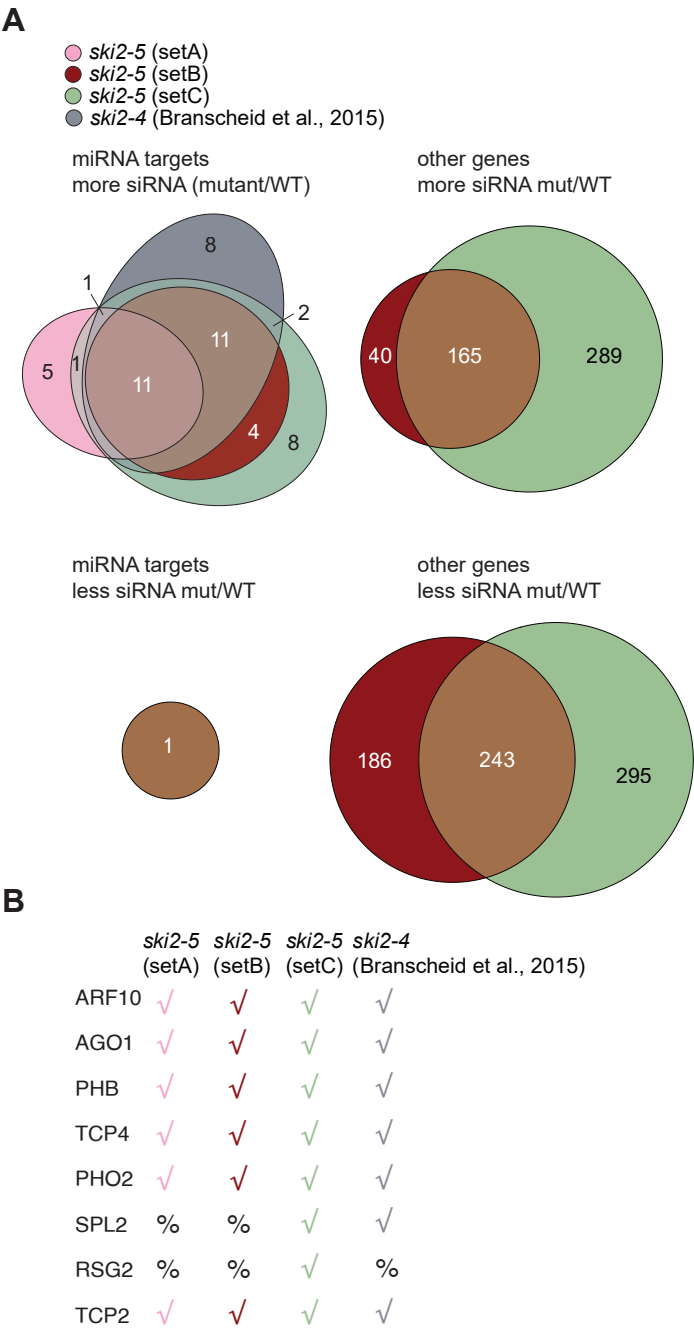

Supplemental Figure 2. Robustness of *ski2-5* samples across sequencing libraries
(A) Overlap in genes with significantly different levels of sRNAs in *ski2-5* compared to WT in sequencing experiments A, B and C. miRNA target genes in *ski2-5* (SetA) were filtered based on $\log_2FC$ values > 1 instead of p_{adj} due to its lack of biological replicates. miRNA target genes in *ski2-4* were retrieved from Table S2 (Branscheid et al., 2015) **(B)** Overview of miRNA targets used as examples in Figure 2, 3 and 5 and which of our datasets these have more siRNAs in *ski2*/WT.

Figure S3.

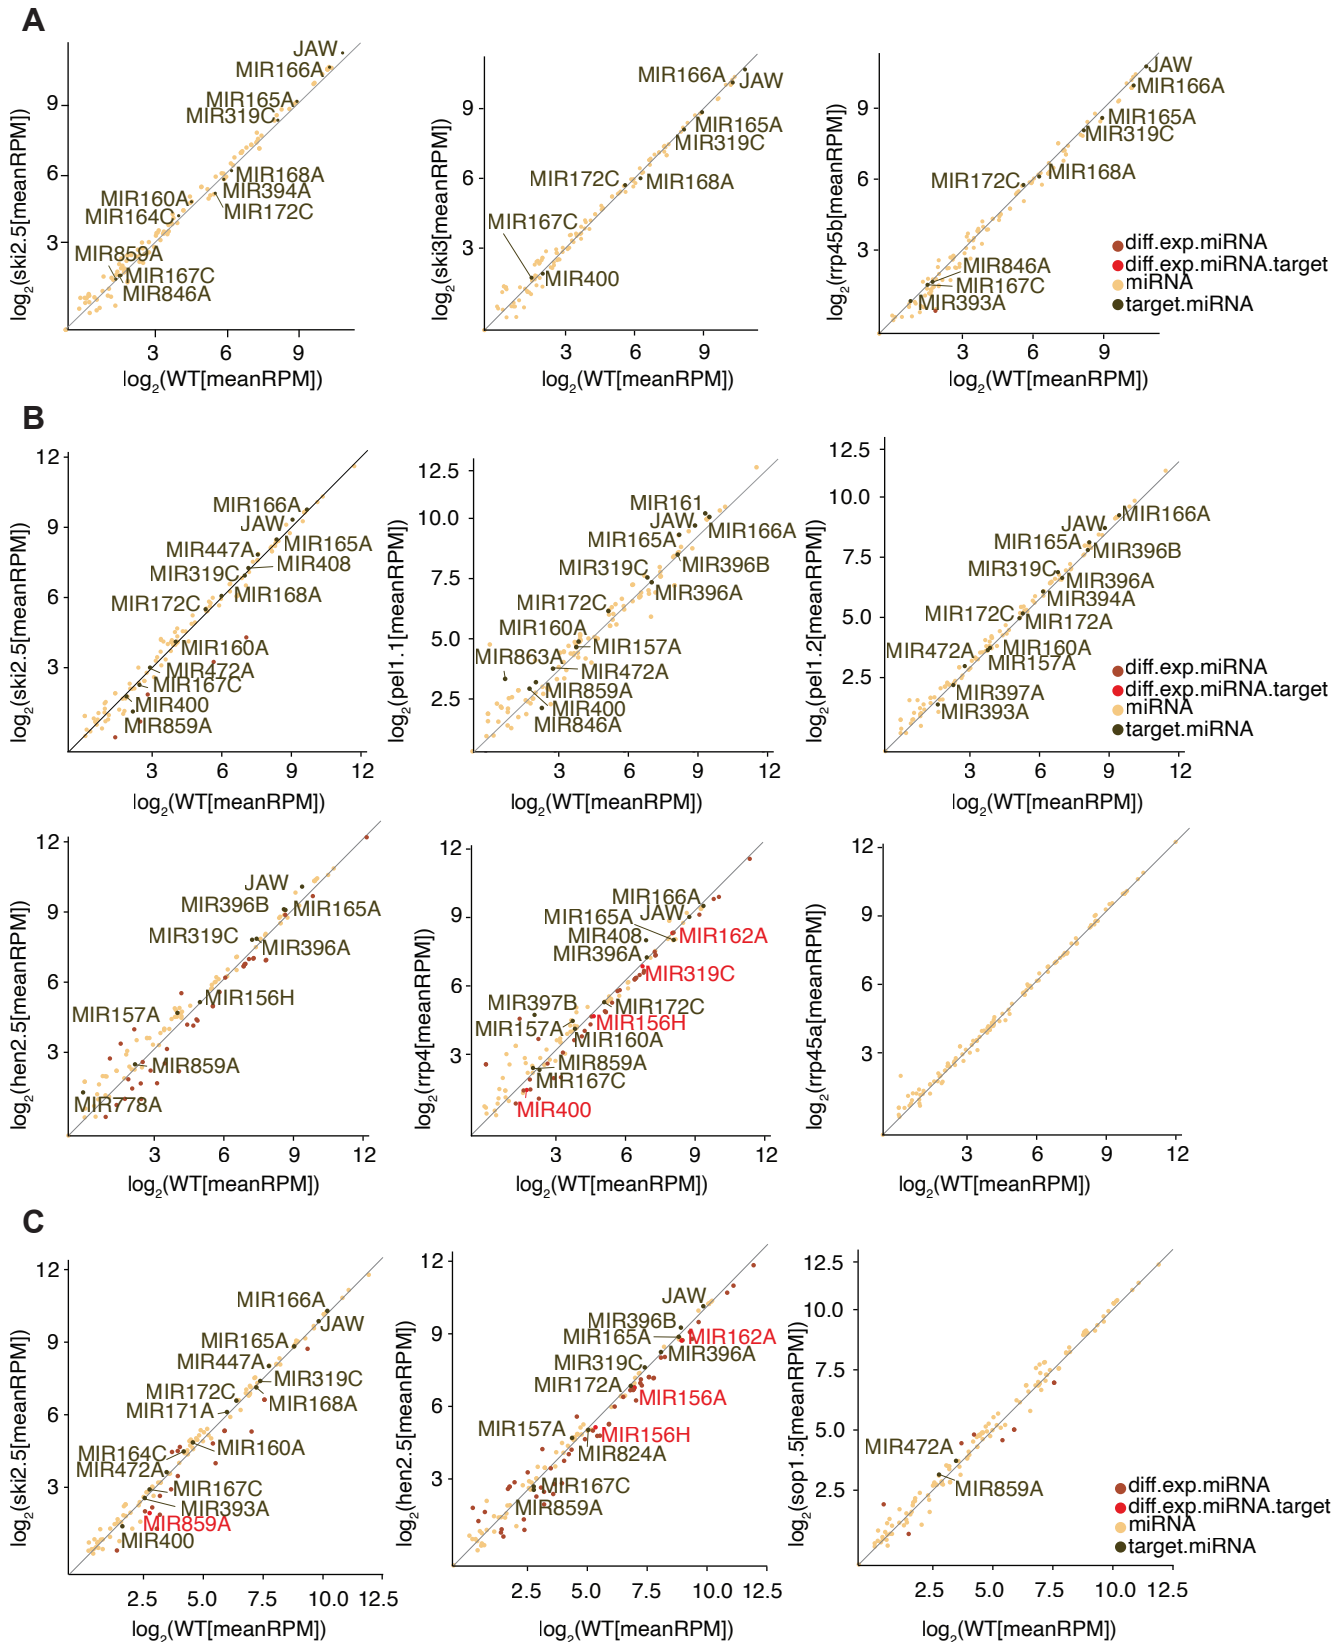

Supplemental Figure 3. miRNA expression levels in mutants used in this study compared to Col-0 WT.

(A,B,C) Scatter plots showing mean RPM of all miRNAs in mutants compared to Col-0 wild type. Black, miRNA with mRNA targets that give rise to different siRNA levels compared to wild type; yellow, miRNA with mRNA targets with no apparent difference in siRNA levels compared to wild type; brown, differentially expressed miRNA; red, differentially expressed miRNA with mRNA targets that give rise to different siRNA levels compared to wild type.

(A) Experiment A, miRNAs in *ski2-5*, *ski3-5* and *rrp45b* compared to Col-0 WT. Targets with ectopic secondary siRNA production in *ski2-5* were filtered based on $\log_2\text{FC} > 1$ instead of $p_{\text{adj}} < 0.05$ due to lack of replicates. **(B)** Experiment B, miRNAs in *ski2-5*, *pel1-1*, *pel1-2*, *hen2-5*, *rrp4* and *rrp45b* compared to Col-0 WT. Targets with ectopic secondary siRNA production in *pel1-1* were filtered based on $\log_2\text{FC} > 0.9$ instead of $p_{\text{adj}} < 0.05$ due to lack of library replicates. **(C)** Experiment C, miRNAs in *ski2-5*, *hen2-5* and *sop1-5* compared to Col-0 WT.

Figure S4.

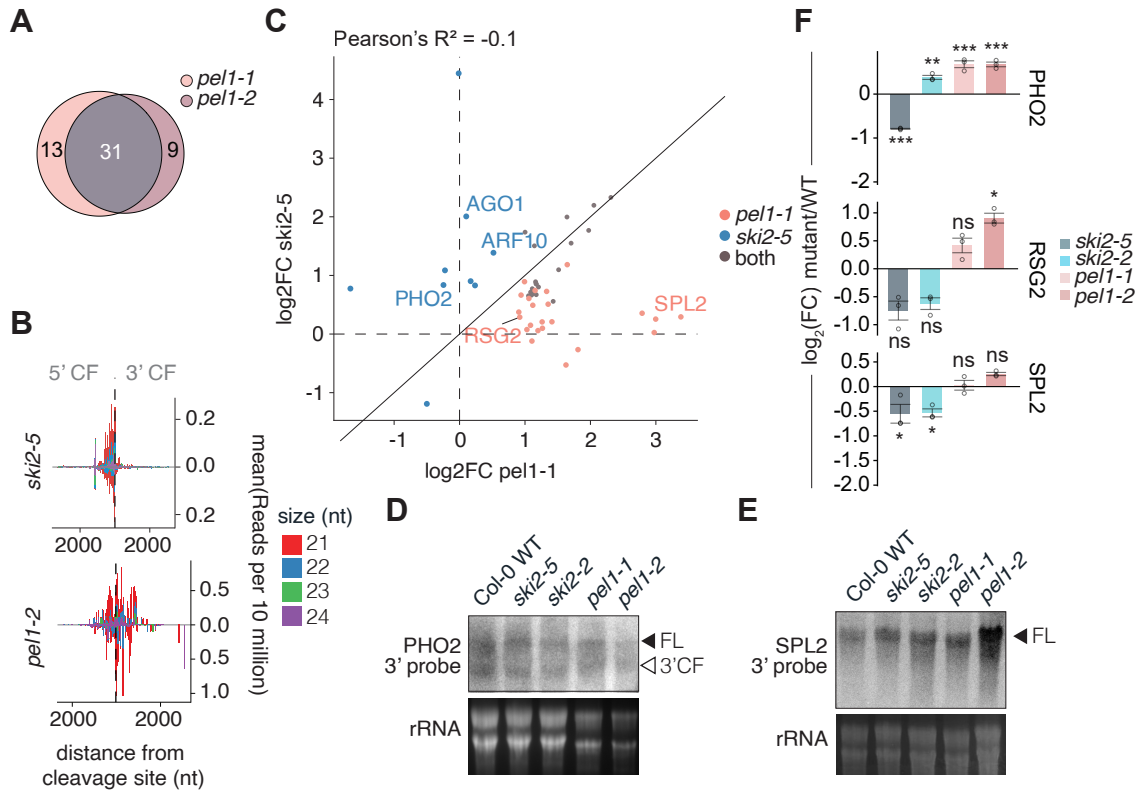

Supplemental Figure 4. miRNA-triggered siRNA accumulation in *ski2-5* and *pel1* mutants

(A) Overlap in miRNA-target genes with more siRNA-production (mutant/WT) between *pel1-1* and *pel1-2*.

Due to lack of biological replicates in *pel1-1*, miRNA targets were considered to produce more siRNAs than

WT when $\log_2$ FC > 0.9. Targets in *pel1-2* have significantly higher levels of siRNAs in mutant compared to WT (filtered on $p_{adj} < 0.05$ in DESeq2 analysis). **(B)** Metaplot of siRNA read densities (RP10M) along miRNA target transcripts with significantly higher siRNA production in mutants than in wild type. Position 0 is defined by miRNA-guided cleavage sites. **(C)** Scatter plot of $\log_2$ of the fold change of read densities (RPM(mutant)/RPM(WT)) of siRNAs ($\log_2$ FC) mapped to miRNA targets in *pel1-1* (x-axis) and *ski2-5* (y-axis). Only miRNA targets with higher siRNA read counts in either mutant compared to Col-0 are included. miRNA targets shown in Figure 3B are indicated. **(D)** and **(E)** Northern blots showing abundance of PHO2 and SPL2 mRNA in *ski2-5*, *ski2-2*, *pel1-1* and *pel1-2*. 20 μ g of total RNA was loaded on two gels for Northern blotting. Ethidium bromide-stained ribosomal RNA is used as a loading control. One membrane was hybridized to a 3'-CF-specific PHO2 probe (D), resulting in detection of both full length (~4200 nt) and 3'-CF (~3300 nt). The other membrane was hybridized to a 3'-CF-specific SPL2 probe (E), resulting in detection of only full length SPL2 mRNA (~1700 nt). The more intense SPL2 signal in *pel1-2* is due to overloading of the lane as seen by EtBr-stained rRNA. **(F)** qPCR analysis was also performed to assess full-length mRNA abundance in *ski2-5*, *ski2-2*, *pel1-1* and *pel1-2*. 2 μ g of the same total RNA used in (D) and (E) was used to make cDNA, and qPCR primers defining amplicons spanning miRNA-guided cleavage sites were used in all cases to detect only uncleaved mRNA. The average $\log_2$ FC (mutant/WT) of three technical replicates is plotted for PHO2, RSG2 and SPL2 and the error bars indicate s.e.m. Statistical differences in expression level between mutants and WT were tested with a Tukey test for each target. Indication of significance is *** $P < 0.001$, ** $P < 0.01$, * $P < 0.05$, ns = not significant.

Figure S5.

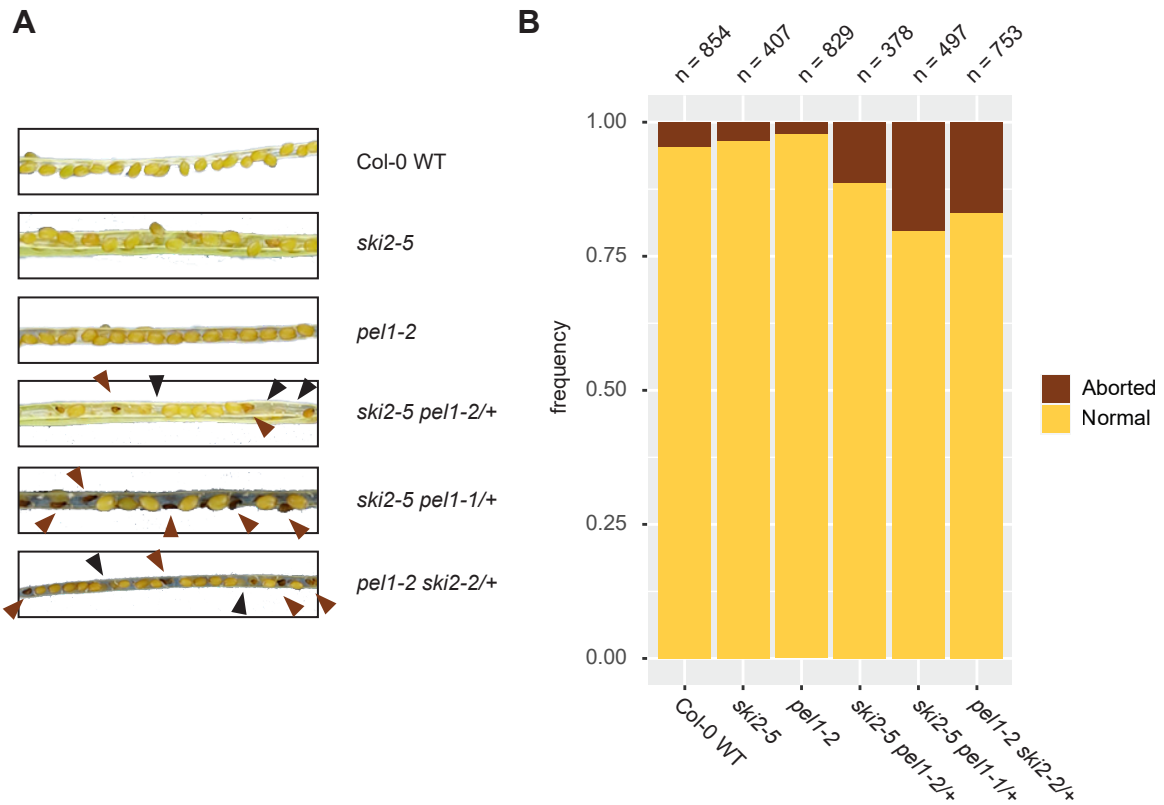

Supplemental Figure 5. *ski2/pel1* double mutants are lethal

(A) Representative pictures of siliques of Col-0 WT, *ski2-5*, *pel1-2*, *ski2-5 pel1-2/+*, *ski2-5 pel1-1/+* and *pel1-2 ski2-2/+*. The siliques of the latter three have approximately 25% of aborted seeds. The aborted seeds are either observed as empty spots in the silique (black arrows) or as dark-brown, deformed seeds small in size (brown arrows). The siliques were fixed with tape on a blue surface for photographing, this blue background was removed from the pictures in Photoshop. **(B)** Ratios of aborted/healthy seeds from the plants analyzed in (A). The number of seeds counted from each plant (n) is written above the plot.

Figure S6.

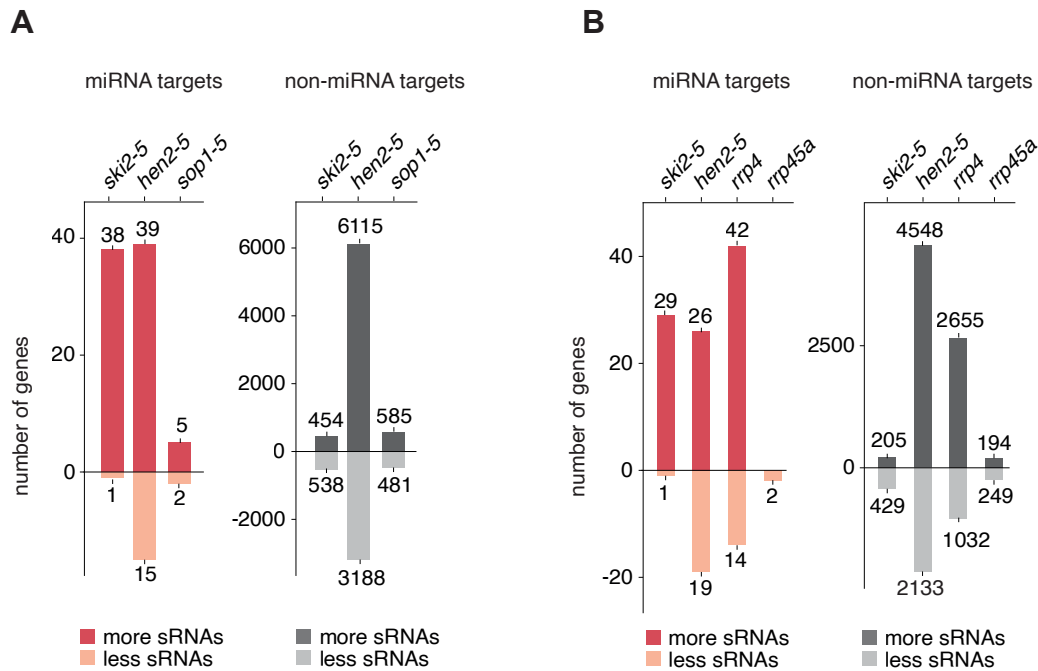

Supplemental Figure 6. siRNA accumulation in *rrp45a* and *sop1-5* mutants.

(A) Bar plots depicting number of known miRNA targets (red bars) or number of non-miRNA targets (grey bars), which produce either more or less secondary siRNAs in *ski2-5*, *hen2-5* or *sop1-5* compared to Col-0 WT (Wald test, $P < 0.05$). The enrichment of miRNA targets in genes producing more siRNAs is highly significant in *ski2-5* (Fisher-test: $***P < 2.2 \times 10^{-16}$). In contrast, the proportion of miRNA targets found in genes with lower levels of siRNAs in the *ski2-5* compared to WT is not significant (Fisher-test: $P = 0.14$). The enrichment of miRNA targets in genes producing more siRNAs is not significant in *hen2-5*, nor in *sop1-5* (Fisher-test for *hen2-5*: $P = 0.20$, Fisher-test for *sop1-5*: $P = 0.81$). The proportion of miRNA targets found in genes with lower levels of siRNAs in the *hen2-5* and *sop1-5* mutants compared to WT is also not highly significant (Fisher-test for *hen2-5*: $*P = 0.043$, Fisher-test for *sop1-5*: $P = 0.60$). **(B)** Bar plots depicting number of known miRNA targets (red bars) or number of non-miRNA targets (grey bars), which produce either more or less secondary siRNAs in *ski2-5*, *hen2-5*, *rrp4-2* or *rrp45a* compared to Col-0 WT (Wald test, $P < 0.05$). The enrichment of miRNA targets in genes producing more siRNAs is significant in *ski2-5* and *rrp4* (Fisher-test for *ski2-5*: $***P < 2.2 \times 10^{-16}$, Fisher-test for *rrp4-2*: $***P = 1.7 \times 10^{-4}$). In contrast, the proportion of miRNA targets found in genes with lower levels of siRNAs in the *ski2-5* and *rrp4* mutants compared to WT is not significant (Fisher-test for *ski2-5*: $P = 1.0$, Fisher-test for *rrp4*: $P = 0.076$). The enrichment of miRNA targets in genes producing more siRNAs is not significant in *hen2-5* and *rrp45a* (Fisher-test for *hen2-5*: $P = 0.12$, Fisher-test for *rrp45a*: $P = 0.41$). This is the same for the proportion of miRNA targets found in genes with lower levels of siRNAs in the *hen2-5* and *rrp45a* mutants compared to WT (Fisher-test for *hen2-5*: $P = 0.62$, Fisher-test for *rrp45a*: $P = 1.0$).

Figure S7.

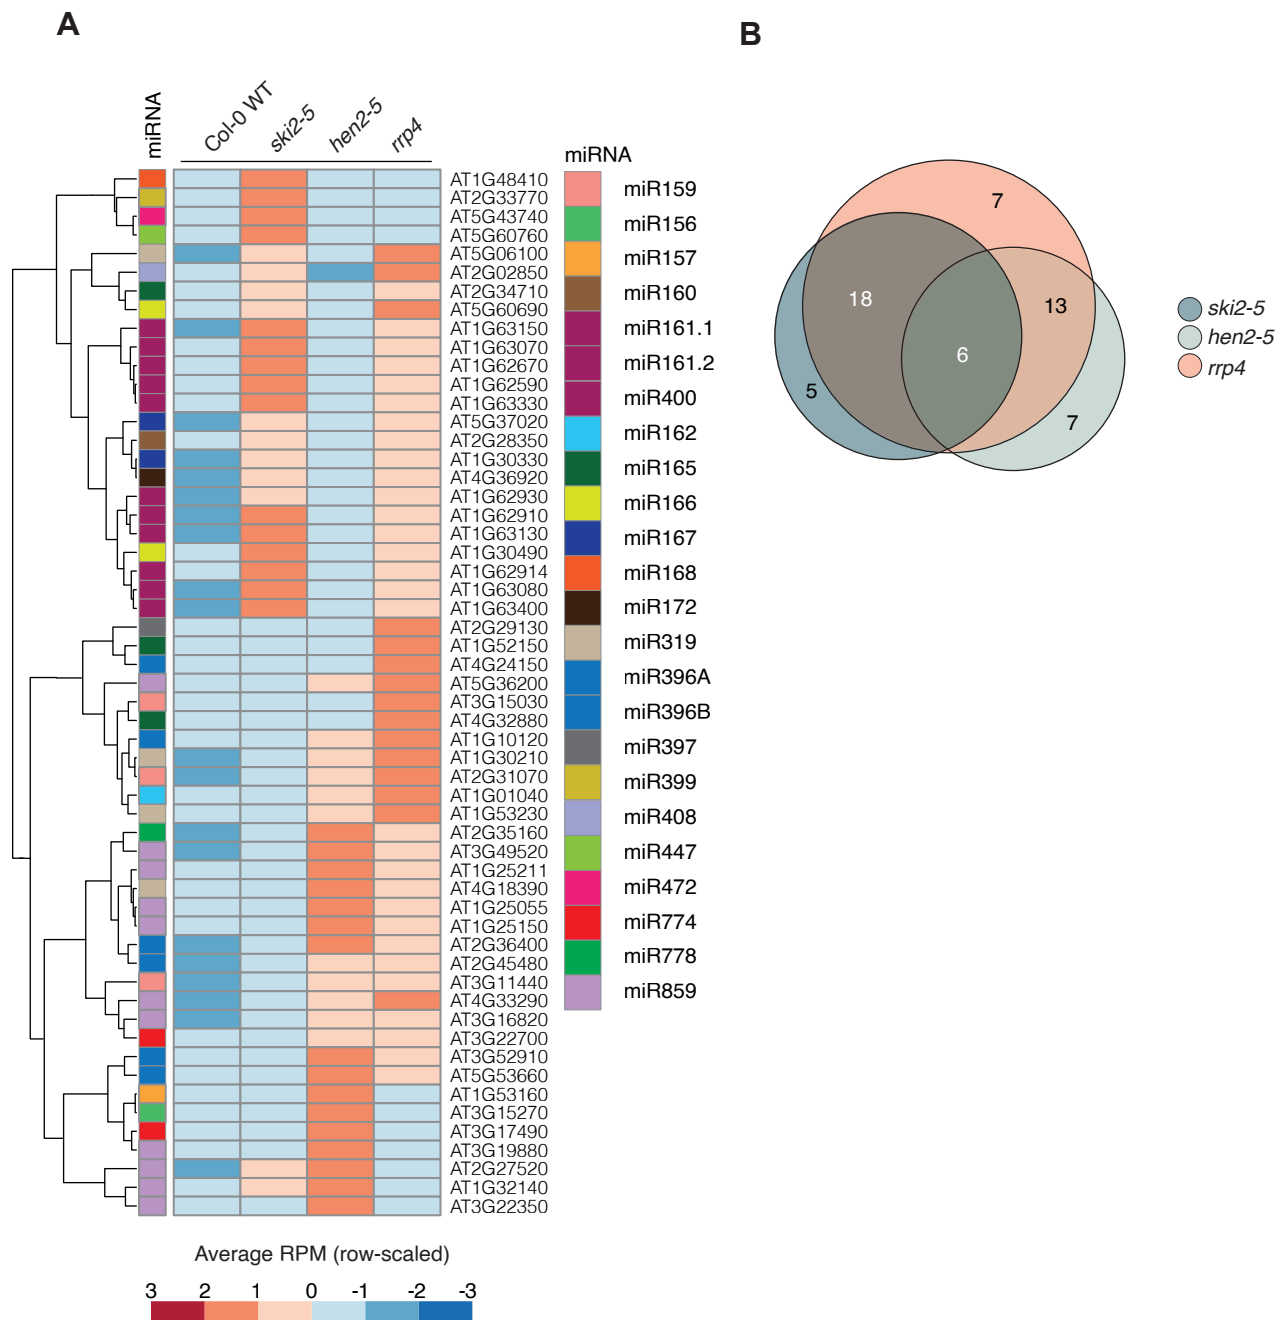

Supplemental Figure 7. siRNA production from miRNA targets in *ski2-5*, *hen2-5* and *rrp4-2*

(A) Heatmap of known miRNA targets with significantly more siRNAs produced in *ski2-5*, *hen2-5* and *rrp4-2* compared to WT ($p_{adj} < 0.05$). In the heatmap, the z-score of the mean RPM of siRNAs mapped to each miRNA target in WT, *ski2-5*, *hen2-5* and *rrp4-2* are used. The heatmap is clustered by targets. The identity of miRNA targets represented is indicated to the right, and miRNAs known to cleave the corresponding targets are indicated with a color to the left of each row. **(B)** Euler diagrams showing overlap in siRNA-producing miRNA targets between *ski2-5*, *hen2-5* and *rrp4-2* mutants

SUPPLEMENTARY TABLE S1

**Oligoname**	**Sequence (5' to 3')**	**Purpose**
ski2-2_Salk_LP	AGGTATCTCAATGTCCGGACC	Genotyping PCR
ski2-2_Salk_RP	ACACAACCGTGCGACTTATTC	Genotyping PCR
ski2-5_Salk_LP	GAAGTGGTCTTTTTGTCGTGC	Genotyping PCR
ski2-5_Salk_RP	TAAATTTGCGGACATTTGAGG	Genotyping PCR
ski3-5_GK_LP	AGATGAGGCTTTTGAGAGTT	Genotyping PCR
ski3-5_GK_RP	ATTAGCGCATTCCATAACAGATTC	Genotyping PCR
ski8-1_Salk_LP	ACAGAGAGACCACGAGAGCAG	Genotyping PCR
ski8-1_Salk_RP	GAAGCAAATAAAAACTCCACTGC	Genotyping PCR
pel1-1_Sail_LP	GAGAAGCTGTGGAACGAATC	Genotyping PCR
pel1-1_Sail_RP	GGCATACCAAGCCCTTAG	Genotyping PCR
pel1-2_GK_LP	CGAGTCTGTATGTTCTTCAC	Genotyping PCR
pel1-2_GK_RP	GCATGGAGAACCCTCACC	Genotyping PCR
rrp45a_GK_LP	CGTGATCATACATCCACCCGAAG	Genotyping PCR
rrp45a_GK_RP	ATGCCGCTTCACCTTCTGTG	Genotyping PCR
rrp45b(cer7-3)_Sail_LP	CTGGCTGTTCTGGTTGGAGT	Genotyping PCR
rrp45b(cer7-3)_Sail_RP	CATTTCCAGAGCCGTTTCATT	Genotyping PCR
hen2-4_Salk_LP	TATGGTATTCAGCAACCTCCG	Genotyping PCR
hen2-4_Salk_RP	GTTCTCAAATGCTGCTCTTG	Genotyping PCR
hen2-5_GK_LP	GACTTGTGAAAGCGCTTTTTG	Genotyping PCR
hen2-5_GK_RP	TATGGTATTCAGCAACCTCCG	Genotyping PCR
sop1-5_Salk_LP	GGCGAGCAATGAGTTGAATCG	Genotyping PCR
sop1-5_Salk_RP	ACTTCGCCAACACCTTATCACC	Genotyping PCR
TDNA_GABI08474	ATAATAACGCTGCGGACATCTACATTTT	Genotyping PCR
Salk_TDNA_Lbb1.3	ATTTTGCCGATTTTCGGAAC	Genotyping PCR
Sail_TDNA_LB3	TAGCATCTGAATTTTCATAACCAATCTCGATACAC	Genotyping PCR
rrp4-2(SOP2)_Eco47I_F	CTATTCCCGTCAACCATGACG	Genotyping PCR
rrp4-2(SOP2)_Eco47I_R	CATCGACCTCGGAAGTTCCATGT	Genotyping PCR
rdr6-12 Bfal F	TGCAAGAGGAACGTGTGAGGTG	Genotyping PCR
rdr6-12 Bfal R	GCTTCAACCTCTTGTACGCATC	Genotyping PCR
AGO1_5'_F	AGAGAAGAACGATGCTCCA	probe
AGO1_5'_R	TTGTTGCTGTTGTGGTGGTT	probe
AGO1_3'_F	GGATTTGCACCATATGAT	probe
AGO1_3'_R	TCAAGAACCTGCAGAGCTT	probe
ARF10_5'_F	TATCCTCTGTCGTGTCGT	probe
ARF10_5'_R	GAACGGAGGAAGACGATTGA	probe
ARF10_3'_F	GTGTTCTTTAACTATGGGG	probe
ARF10_3'_R	TAACACCATTTGCATCCCG	probe
CSD2_5'_F	CCAAACGTCAAACATAGCAGCA	probe
CSD2_3'_R	CCGCGGAAACAACCTGTCAAC	probe
CSD2_5'_F	GGGTGACCTGGGAAACATAA	probe
CSD2_3'_R	TCAAGCCAATCACACCACAT	probe
PHO2_3'_F	GAGCACCTGATTTTGGATTCTG	probe
PHO2_3'_R	TCCTGATGGTTTGAAGATGCTTCA	probe
SPL2_3'_F	TCAAGCAACCTCCAACCC	probe

SPL2_3'_R	GAGGATTTGGTGTCTTGC	probe
PHO2_FL_F	GCAGCAGAAGTGAAGTTTCT	qPCR
PHO2_FL_R	GAGATTTGCCCAACGAATG	qPCR
RSG2_FLand3CF_F	GATGTAGTGATATGGGTTGT	qPCR
RSG2_FLand3CF_R	CTACTTCGCTCCAGAGATCA	qPCR
SPL2_FL_F	CACACATGGGTGCTTCTCAA	qPCR
SPL2_FL_R	AAGGGTAAAACGCCTTGGTT	qPCR

SUPPLEMENTARY TABLE S1. Oligonucleotides used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

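Small RNAs of Arabidopsis inflorescences were compared between mutants and Col-0 in 3 experiments: A (ski2-5, ski3-5, rrp45b; 2 libraries per genotype), B (ski2-5, pel1-2, hen2-5, rrp4, rrp45a; 3 libraries each, and 1 of pel1-1) and C (ski2-5, hen2-5, sop1-5; 3 libraries each). The grouping follows the sample labels, and the replicate numbers were compared with those in the paper's methods.

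The authors trimmed reads with cutadapt 2.4, mapped them to TAIR10 with STAR 2.6.0a (up to 20 places and 1 mismatch, without introns) and counted them with featureCounts of Subread 1.6.3 on Araport11 features with added intergenic regions. rRNA and tRNA reads were not removed by the authors before counting. The authors then fitted DESeq2 per experiment and deposited 12 comparisons of a mutant with Col-0. Each log2 fold change and its standard error in the deposited tables is the authors' estimate, mutant over Col-0. The deposited p-value is from the authors' Wald test, with an adjusted p-value after independent filtering. The deposited score is the authors' Wald statistic, the log2 fold change divided by its standard error. The deposited mean level is the authors' mean of normalized counts over the libraries of an experiment.

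Since the tables used hold comparisons and no values per library, the plan written for that case was followed: the authors' adjusted p below 0.05 is a call, and every fold change, standard error and adjusted p printed is that of the authors' deposited tables. Library totals are not in these tables, so the depth per sample is not known from them. The sum of mean levels over features was 2.51e+07, 3.61e+07 and 4.46e+07 in experiments A, B and C. All 6 value columns were used, and 0 per-sample columns were left unmapped. Of 38194 gene identifiers, 37898 (99.2%) were found in the TAIR10.1 reference. The tables also hold 39786 intergenic regions and 31189 transposable elements.

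Computed here were odds ratios with Fisher's exact test (two-sided) of the 254 miRNA targets of Supplementary Table S5 among called features, overlaps between mutants with Fisher's exact test, correlations with 100000 permutations, differences between mutants with the root of the summed squared standard errors as combined SE, logistic models and a mixed model with likelihood ratio tests, and Benjamini-Hochberg adjustment over the tests of a kind. Overlaps and correlations of mutants with the same Col-0 libraries were set beside values from simulated unchanged groups with shared controls. For overlaps, as many top features per group were taken as were called, so every call counts as noise. For correlations, the choice of genes by their calls was not repeated in the simulation. Differences inside an experiment ignore the shared Col-0 libraries, which makes their combined SE too large. Differences across experiments also hold any difference between the experiments, which their combined SE does not cover. The miRNA level in rrp4 was rebuilt from the mean level and the fold changes. Binding energies are those of Supplementary Table S6. Each statistic was tested on simulated data, the calls with 200 changed features, and on permuted data the logistic test fell below 0.05 somewhat too often.

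Genes are named by a rule set before the files were opened: those the paper names and the mutated loci, their trigger miRNAs, the features with the largest changes outside the targets in each comparison, the 4 leading members of each gene list, and targets called in opposite directions. The calls and fold changes in the paper's figures had been seen by then. Other names in the text, such as the complete sets shared between mutants, were chosen after the values were seen. The 28 gene lists were set in the same way: PPR, F-box, NB-LRR, MYB (miR858 and miR159), SPL, TCP, HD-ZIP III, ARF, GRF, AP2-like, NAC, NF-YA, HAM, jacalin, copper protein, phosphate and sulfate, TIR1/AFB, methyltransferase and silencing factor genes, TAS loci, mutated loci, coding-transcript siRNA sources, chloroplast, mitochondrial and structural RNA features, and miRNA loci of all kinds and of pollen and leaf phase.

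Alternatives tried were an adjusted p below 0.01, a log2 fold change of at least 1, a mean level of at least 10, adjustment without independent filtering, other backgrounds and target sets, mutants of another experiment, trigger loci relative to the median of all miRNA loci, and other ways to form miRNA and target pairs. Left out were claims on size, strand, phasing or position of small RNAs, which need the reads, and Supplementary Tables S2 to S4. The ski2-5 comparison of experiment A and the pel1-1 comparison rest on few libraries and did not enter the paper's formal statistics, so tests on them carry that limit. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6, Biopython 1.88 and matplotlib 3.10.9.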

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

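The tests of the first 3 paragraphs were chosen after the results had been seen, apart from the count of chloroplast features with more or fewer small RNAs.

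In rrp45a and sop1-5, 143 features outside the miRNA targets moved the same way, although the mutants come from different experiments with separate Col-0 plants. Chance does not account for it, since 65 features were higher in both where 1.54 would be by independence. Features called in rrp45a or sop1-5 moved the same way in at least 62.3% of cases in mutants with the other Col-0 plants, against at most 55.4% in those of experiment A and 50% without a change. Col-0 plants of experiments B and C that differ from the background of the mutants stay open as a cause, a hypothesis that genome sequence of these plants could test.

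The 8 SPL genes higher in pel1-2 stood out because SPL3, SPL4 and SPL5, also miR156 targets, were not higher there while SPL4 and SPL5 rose in hen2-5. SPL2, SPL11 and SPL13B, with ORF sites, were higher in hen2-5 of experiment C too, so the contrast is not complete. The place of the site may matter in pel1-2, but outside the miR156 targets 32 of 201 targets with ORF sites and 0 of 16 with 3′UTR sites were higher (Fisher's exact test, two-sided, p = 0.137), which leaves it open. In hen2-5 a 3′UTR site is not enough for a rise, as 0 of 16 other 3′UTR targets were higher in experiment C and 0 of 15 in experiment B (upper 95% binomial limits 20.6% and 21.8%). Whether it plays a part stays open. More miR156 is unlikely as a cause in hen2-5 of experiment C, where the summed level changed by -0.46, and stays open in pel1-2 at 0.058. Reads shared between SPL copies remain a possible technical cause.

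Chloroplast features were lower in 86 cases in hen2-5 of experiment C and in rrp4 as well, a set the paper does not discuss. Degraded Col-0 RNA stays open as a part of it in experiment B. Against the same Col-0 libraries the median was -0.063 in rrp45a and 0.17 in ski2-5, but -0.45 in pel1-2 and -0.75 in hen2-5. In experiment C the medians were -0.061 in ski2-5 and -0.13 in sop1-5, with 0 features lower in either, against -0.53 in hen2-5. These values argue against degraded Col-0 RNA as the main cause in hen2-5 of experiment C. Degraded mutant RNA would likely raise such reads, but 57 features were lower and 0 higher in hen2-5 of experiment B. Medians of 4 rRNA and 513 tRNA features were below zero as well, at -0.82 and -0.49 in hen2-5 of experiment B and -0.72 and -0.50 in rrp4, though only 2 and 87 such features passed as lower in hen2-5 and 0 and 55 in rrp4, so another difference in RNA quality or make-up stays open. Scaling alone would move intergenic regions alike, but the chloroplast median was below theirs by a log2 difference of -0.74. A lower share of green tissue in the sampled inflorescences was not tested and remains possible, as do these changes being an effect of HEN2 loss on chloroplast gene expression.

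ski2-5 differed between experiments for AT1G32140 by a log2 of -10.39 (A minus C), for AT5G43755 by 11.24 (A minus C) and for CER3 by 3.64 (A minus B), each far beyond its combined SE. AT1G32140 was also lower in ski3-5 and rrp45b of experiment A, and AT5G43755 was at 10.90 and 11.26 there. For these genes the gap is shared by all mutants of experiment A, which have the same Col-0 libraries, and is not special to ski2-5.

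In the authors' deposited table, XTH9 rose to 8.26 in rrp45b, and 8 of 47 histone genes were higher there; reads shared between copies were not tested for. RGL1 reached 6.73 and 7.13 in hen2-5 of experiments B and C in the authors' deposited table, although it is no known miRNA target. Among miRNA loci not discussed in the paper, the authors' deposited table has MIR156i at 7.60 and 6.42 in hen2-5 of experiments B and C, MIR156j at 6.55 in pel1-2, and MIR845a at -2.87 and -1.76 in ski2-5 of experiments B and C.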

How the results depend on the processing

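No paired analysis was possible because the tables used hold no values per library. For the same reason other count models and pseudocounts, other scalings of libraries, fits of the compared groups alone, fits without single replicates, other splits of the samples and a fit with both ski2-5 libraries of experiment A were not run. Of 308 values under an alternative, 247 stayed the same, 27 moved, 7 became stronger, 12 weaker and 15 reversed, where weaker and stronger mean that p crosses 0.05. Backgrounds of 33000 genes, sets shared against the union of calls, normalized counts and single mature sequences were chosen after seeing the data. The cause of a shift was not tested.

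With an adjusted p below 0.01, calls fell to 4364 in hen2-5 (from 6726) and 2392 in rrp4 (from 3743) of experiment B, higher targets to 12 in ski3-5 (from 19) and trigger loci to 23 in rrp4 (from 36). With a log2 fold change of at least 1, calls were 3277 in hen2-5 and 2317 in rrp4 of experiment B and 584 in ski2-5 (from 1031), 3492 in hen2-5 (from 9357) and 611 in sop1-5 (from 1073) of experiment C. The share of higher calls then went from 65.8% to 91.0% in hen2-5 of experiment C and from 72.1% to 83.5% in rrp4. Higher targets were 10 in ski3-5, 12 in ski2-5 of experiment B (from 29), 21 in rrp4 (from 42), 21 in ski2-5 of experiment C (from 38), 21 in hen2-5 of experiment C (from 39) and 1 in sop1-5 (from 5). The single lower trigger locus of rrp45b was lost under an adjusted p below 0.01 and relative to the miRNA median (0 each), and that of ski2-5 in experiment B became 0 and 2.

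The excess of targets among higher features in hen2-5 depends on the background by Fisher's exact test: p = 0.243 in experiment B when matched on level, 0.101 (reversed, against 33000 genes), and in experiment C 0.0564 among protein-coding genes and 0.196 (reversed, against 33000 genes). In sop1-5 all features as background gave 0.0128. For lower features, Fisher's exact test against 33000 genes gave 0.0804 in ski3-5, 0.126 in rrp45b, 0.522 in hen2-5 of experiment B, 0.0424 (reversed) in experiment C and 0.595 (reversed) in sop1-5. Among protein-coding genes Fisher's exact test gave 0.0733 in rrp4, 0.594 (reversed) in ski2-5 of experiment C and 0.00275 in hen2-5 of experiment C.

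Sets shared against the union of calls, for targets against other features, gave Fisher's exact p = 0.264 for ski3-5 with rrp45b and 0.887 for hen2-5 with rrp4. This union test asks whether targets are shared more often than other features, and not whether target sets overlap beyond independence. For ski2-5 with hen2-5 (0.100) Fisher's exact test gave 0.0130 without PPR genes, 0.00934 with ski2-5 of experiment C, 0.0275 with hen2-5 of experiment C and 0.00120 against the union. The correlation of ski2-5 with pel1-2 (0.02) was 0.47 over all targets with a fold change and -0.013 with ski2-5 of experiment C.

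Over all features with an adjusted p in place of called ones, median log2 fold changes shrink and some reverse: in ski2-5 of experiment B protein-coding 0.10 (from -0.82), intergenic 0.00561 (from -1.04) and pseudogene -0.081 (from -0.89); in hen2-5 of experiment B protein-coding -0.11 (from 1.01), transposable element 0.026, intergenic -0.017 (from 0.82) and pseudogene 0.16; in rrp4 protein-coding -0.11 (from 1.10), transposable element 0.033, intergenic 0.00487 and pseudogene 0.018; in hen2-5 of experiment C protein-coding 0.094 and pseudogene 0.058.

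The AIC advantage of the product model (3.18) was -0.198 without PPR genes and F-box genes of miR859 and -1.08 with normalized counts. The binding energy difference had a likelihood ratio chi-square p = 0.0976 and a permutation p = 0.0872 with 1 pair per target, 0.777 and 0.860 (reversed) with producers of hen2-5, and 0.499 and 0.591 with producers of ski2-5.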

Differences from the paper's values

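For targets among features with more siRNAs, Fisher's exact p in rrp45b is 1.45e-12 here and 1.39e-15 in the paper, and it differs with all alternatives set before the data were examined (2.18e-11 with protein-coding genes, 8.32e-16 with all features, 9.37e-13 without TAS loci, 2.56e-13 with Table S6 targets, 1.93e-13 without PPR genes, 3.96e-10 when matched on level, 7.58e-10 with an adjusted p below 0.01). The same holds for rrp4 (1.11e-14 by Fisher's exact test here, 1.7e-4 in the paper), hen2-5 of experiment B (0.0455 here, 0.12 in the paper), rrp45a (1 here, 0.41 in the paper), hen2-5 of experiment C (8.06e-04 here, 0.20 in the paper) and sop1-5 (0.0637 here, 0.81 in the paper). A background of 33000 genes, chosen after seeing the values, gives Fisher's exact p = 0.101 for hen2-5 of experiment B, 0.411 for rrp45a, 0.196 for hen2-5 of experiment C and 0.809 for sop1-5, which no longer differ, and still differs for rrp4 at 1.41e-05 and for rrp45b at 7.92e-10.

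For features with fewer siRNAs, Fisher's exact p in rrp4 is 6.13e-05 here and 0.07551 in the paper, and with protein-coding genes as background it is 0.0733 and does not differ. It is 9.31e-04 here and 0.62 in the paper for hen2-5 of experiment B, 0.243 here and 1.0 in the paper for rrp45a, 0.728 here and 0.14 in the paper for ski2-5 of experiment C, and 0.296 here and 0.043 in the paper for hen2-5 of experiment C (Fisher's exact test). With protein-coding genes these still differ (Fisher's exact p = 0.0302, 0.410, 0.594 and 0.00275). The 33000 genes, chosen after seeing the values, remove the difference (Fisher's exact p = 0.522, 0.720, 0.137 and 0.0424), but bring one in for rrp4 at 0.0448 and for ski2-5 of experiment B, at 0.271 where the paper has 1.00. Such a background counts genes that were never tested.

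The overlap of ski2-5 with pel1-2 has Fisher's exact p = 8.85e-11 here and 0.02905 in the paper. All alternatives set before the data were examined differ too (5.25e-11 with all 254 targets, 1.56e-07 with an adjusted p below 0.01, 1.27e-04 without PPR genes, 5.44e-11 with ski2-5 of experiment C). Counting shared calls against the union of calls, for targets against other features, gives 0.0290 by Fisher's exact test. This count was chosen after seeing the values. It asks whether targets are shared more often than other features, so it answers a different question from the p-values above.

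The logistic model on abundance has a likelihood ratio chi-square p of 2.73e-08 here and 1.073e-5 in the paper. All alternatives set before the data were examined differ (6.43e-14 with each pair's own locus, 7.83e-08 with levels in Col-0, 6.95e-06 with 1 pair per target, 2.75e-10 without PPR and F-box genes, 1.14e-07 with an adjusted p below 0.01). So do normalized counts and single mature sequences, chosen after seeing the values (likelihood ratio chi-square p = 2.73e-08 and 1.12e-08). The added product term has a likelihood ratio chi-square p of 0.750 here and 0.045 in the paper, and Tjur's R² of the product model is 0.178 here and 0.27 in the paper; no alternative was set for these. The paper used 153 pairs, and the pairs here number 206. Fold changes of ski2-5 and pel1-2 have an R² of 0.000519 here and about 0.16 in Fig. 3D, read by eye. All targets with a fold change give 0.222, which does not differ, while targets higher or lower (0.0256), leaving out the 2 farthest (0.0164), a mean level of at least 10 (0.000519) and ski2-5 of experiment C (0.000173) do differ.

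Some statements differ as well. The paper says that MYB33 gives no siRNAs in ski2, and its siRNAs rise in ski2-5 of experiments B and C in the authors' deposited table (0.77 and 0.57). A figure legend of the paper gives TCP2 as an example for hen2-5 and rrp4 that is absent in ski2-5. Here TCP2 was higher in ski2-5 of experiments B and C too. The paper takes the shared features outside the targets of ski2-5 and pel1-2 as not significant. Here 78 are shared against 0.822 by independence and 20.1 in simulations with every call taken as noise. rrp45a, without a higher target, shares 78 with pel1-2 as well. The paper describes RSG2 as rising more in pel1 than in ski2-5, for siRNAs on the 3′-cleavage fragment. Counted over the whole gene, this holds within experiment B, the only one with pel1 libraries. An excess over ski2-5 of experiment C is not clear, but that comparison also spans different experiments. In the three-way comparison of the supplement, 6 targets lie in all sets, and here 4 do, with 2 more in ski2-5 and hen2-5 only. The paper describes the target sets of ski2 and hen2 as almost reciprocal. With separate Col-0 libraries they shared more targets here than independent sets would, though most targets were called in either mutant alone.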

Other observations

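AT1G32140, an F-box gene under miR859, and 8 more targets went in opposite directions in different comparisons: ARPN, SAUR8, AT2G25980, AT2G27520, TAS2, AT3G22350, BHLH77 and AT5G60760. AT1G32140 and AT3G22350 were lower in all mutants of experiment A, ski2-5 included, and higher in ski2-5 of experiment C. BHLH77, a growth gene under miR393, gained siRNAs in rrp45b at 1.30 (SE 0.26) and lost them in pel1-1 at -0.74 (SE 0.20) in the authors' deposited table, and ARPN, a copper-protein gene, rose in rrp4 at 1.10 (SE 0.21) while it fell in hen2-5 at -0.59 (SE 0.21). DCL1, which cuts miRNA precursors, gained siRNAs in rrp4 and in hen2-5 of experiment C at 0.45 (SE 0.12) in the authors' deposited table, the only silencing factor to rise in both.

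Trigger miRNA loci were lower in many cases in hen2-5, with 35 of 120 in experiment C in the authors' deposited table against 11 higher, and MIR173 of the TAS pathway at -0.69 (SE 0.09) in experiment C with TAS1c at -0.58. Relative to the median of all miRNA loci, 11 are higher and 21 lower there, so the direction holds for fewer loci.

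Predictions written before the data were examined were tested as well. ski2-5 and hen2-5 repeated between experiments, with 26 of 29 and 21 of 26 targets higher again, which suggests that the calls belong to the mutant and not to the batch. Of 21 targets higher in pel1-2 but not in ski2-5 of experiment B, 3 were higher in ski2-5 of experiment C.

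Targets with fewer siRNAs were expected to have a trigger miRNA that is lower too. This is open in experiment B, with 42.1% of the lower targets in hen2-5 against 34.4% of the others (Fisher's exact test, two-sided, p = 0.617) and 57.1% against 39.7% in rrp4 (Fisher's exact test, p = 0.263). In hen2-5 of experiment C it was 86.7% against 41.6% (Fisher's exact test, p = 7.82e-04). Targets of one miRNA share its loci and are not independent, and the number of lower trigger loci depends on the scaling. Fewer triggers may explain part of the loss there, a hypothesis that miRNA and target counts per library could test.

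PPR genes rose together in ski2-5, and shared reads might be the reason: a median of 41.5% of the 21-nt words of a higher PPR gene occur in another one, which is neither most nor few, against a median of 0 in the other 21 PPR genes. How many separate PPR genes make siRNAs stays open.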
